# *Cdk8* is required for establishment of H3K27me3 and gene repression by *Xist* and mouse development

**DOI:** 10.1242/dev.175141

**Published:** 2020-06-11

**Authors:** Andreas Postlmayr, Charles Etienne Dumeau, Anton Wutz

**Keywords:** Cdk8, Cyclin dependent kinase, Xist, X inactivation, Polycomb, Gene regulation

## Abstract

We previously identified the cyclin dependent kinase *Cdk8* as a putative silencing factor for *Xist*. To investigate its role in X inactivation, we engineered a *Cdk8* mutation in mouse embryonic stem cells (ESCs) carrying an inducible system for studying *Xist* function. We found that *Xist* repressed X-linked genes at half of the expression level in *Cdk8* mutant cells, whereas they were almost completely silenced in the controls. Lack of *Cdk8* impaired Ezh2 recruitment and the establishment of histone H3 lysine 27 tri-methylation but not PRC1 recruitment by *Xist*. Transgenic expression of wild-type but not catalytically inactive *Cdk8* restored efficient gene repression and PRC2 recruitment. Mutation of the paralogous kinase *Cdk19* did not affect *Xist* function, and combined mutations of *Cdk8* and *Cdk19* resembled the *Cdk8* mutation. In mice, a *Cdk8* mutation caused post-implantation lethality. We observed that homozygous *Cdk8* mutant female embryos showed a greater developmental delay than males on day 10.5. Together with the inefficient repression of X-linked genes in differentiating *Cdk8* mutant female ESCs, these data show a requirement for *Cdk8* in the initiation of X inactivation.

## Abstract (precis)

**Summary:** Mutagenesis studies enabled the functional characterization of the cyclin-dependent kinase Cdk8 in X chromosome inactivation, and showed that Cdk8 is required for efficient gene repression and PRC2 recruitment by Xist.

## INTRODUCTION

Mammals achieve dosage compensation for the different number of X chromosomes in male and female cells by silencing of the transcription of one of the two X chromosomes (Lyon, 1962). X chromosome inactivation (XCI) is initiated by the expression of the long noncoding *Xist* RNA, which localizes to the future inactive X chromosome (Xi), and triggers chromatin modifications and gene repression in an almost chromosome-wide manner (Galupa and Heard, 2018). The process of chromosomal silencing has been studied in mice and mouse embryonic stem cells (ESCs). Initially, in female mouse embryos, *Xist* is expressed from the paternally inherited X chromosome at the four-cell stage and imprinted XCI is observed. In the cells of the inner cell mass of the blastocyst that form the epiblast lineage, imprinted XCI is reversed and two active X chromosomes are present in the female embryos. Subsequently, the inactivation of either the maternal or paternal inherited X chromosome is initiated in the embryo at day 5.5. The initiation of random XCI has also been extensively studied in female mouse ESCs, which initially possess two active X chromosomes and undergo XCI upon differentiation. *Xist* is expressed from and localizes to the future Xi and establishes a domain of repressive chromatin (Chaumeil et al., 2008). Initially, this repressive compartment is spatially separated from genes, which remain expressed and are silenced by a separate mechanism that requires A repeat sequences of *Xist* RNA, as well as the RNA-binding protein Spen (Chu et al., 2015; McHugh et al., 2015; Monfort et al., 2015; Wutz et al., 2002). The recruitment of polycomb proteins by *Xist* induces chromosome-wide histone modifications and this recruitment requires hnRNPK (Chu et al., 2015; Pintacuda et al., 2017), and the polycomb group proteins Pcgf3 and Pcgf5 (Almeida et al., 2017). It is thought that hnRNPK binds to *Xist* repeat B, and through the recruitment of Ring1b- and Ring1A-containing complexes, leads to ubiquitylation of histone H2A lysine 119 (H2AK119ub). This initial chromatin modification triggers the recruitment of additional polycomb repressive complex 1 (PRC1) and PRC2 (Almeida et al., 2017). PRC2 recruitment in turn catalyses trimethylation of histone H3 lysine 27 (H3K27me3). Multiple interactions of different polycomb group proteins with H2AK119ub and H3K27me3 are thought to cause an enrichment of a large number of polycomb proteins on the Xi, and to contribute to the establishment of a domain of repressive chromatin. Recent biochemical and genetic studies have identified a number of additional factors that contribute to the process of X inactivation (Chu et al., 2015; McHugh et al., 2015; Moindrot et al., 2015; Ridings-Figueroa et al., 2017). The function of *Xist* in chromosomal silencing has also been studied by forced expression of *Xist* in male ESCs, allowing the uncoupling of the formation of a silent chromosome from the complex regulation of the *Xist* gene (Chaumeil et al., 2008; Chu et al., 2015; McHugh et al., 2015; Plath et al., 2003; Wutz and Jaenisch, 2000). We have previously used an inducible *Xist* expression system for a genetic screen in mouse haploid ESCs for identifying mutations that prevent the repression of X-linked genes by forced *Xist* expression (Monfort et al., 2015). Among the candidate genes identified as required for *Xist* function is the atypical cyclin-dependent kinase *Cdk8*.

Cdk8 interacts with the mediator complex, which has a central role in the regulation of transcription. Biochemically, Cdk8 associates with a kinase module of the mediator that contains the Cdk8, CycC, Med12 and Med13 proteins (Clark et al., 2015; Jeronimo and Robert, 2017). It is thought that *Cdk8* has a role in fine-tuning transcription and can exert repressive, as well as activating, functions on mediator-regulated gene expression (Gobert et al., 2010; Papadopoulou et al., 2016). Negative regulation of TFIIH activity through the phosphorylation of cyclin H by Cdk8, has been demonstrated (Akoulitchev et al., 2000). However, it is likely that *Cdk8* acts through additional mechanisms that remain to be fully understood (Andrau et al., 2006; Fukasawa et al., 2015). In mouse pluripotent cells, the Med12/Med13 module associates with PRC1-binding sites and H2AK119ub (Papadopoulou et al., 2016). However, Cdk8 appears to be stably bound to only a small subset of these sites. In addition, Cdk8 binding is associated with active genes. Recent evidence from the inhibition of Cdk8 kinase activity in lymphoma cells suggests a repressive function for *Cdk8* on genes that are regulated by super-enhancers (Pelish et al., 2015). The function of mediator kinases is difficult to assess, as a homologous complex containing Cdk19, CycC, Med12L and Med13L is also present in vertebrates (Bourbon 2008; Daniels et al., 2013). It is thought that Cdk8 and Cdk19 form mutually exclusive complexes that might have overlapping functions. Cdk8 and Cdk19 share 97% sequence homology in their catalytic domain and differ at their C-termini (Sato et al., 2004). Here, we investigate the function of the mediator kinases for gene repression by *Xist*.

## RESULTS

### *Cdk8* is required for efficient gene repression by *Xist*

For investigating the effect of *Cdk8* on *Xist* function, we engineered a mutation of *Cdk8* in mouse HATX3 ESCs that carry a doxycycline-inducible *Xist* allele (Fig. 1A). HATX3 ESCs were established from haploid mouse embryos (Monfort et al., 2015) and became diploid in culture. Induction of *Xist* causes repression of X-linked genes and leads to cell death. A small deletion that includes the start codon was introduced into the *Cdk8* locus (Fig. 1B). 

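Cdk8, listed in the authors' tables as ENSMUSG00000029635, lies on the forward strand of chromosome 5 of GRCm38 from 146231230 to 146302874, with 3031 bp of annotated exons. The gRNA1 sequence CCGGTCCCCACCGCGGCCCT matched the annotated Cdk8 transcripts over all 20 bases, at positions 146231632 to 146231651, and the next 3 bases were CGG. The gRNA2 sequence AAGTTGGTCGAGGCACTTAC matched from 146231769 to 146231788 and was followed by GGG. Both sites fell in exon 1, which ends at 146231820, and the start codon begins between them at 146231693. With cleavage 3 bases from each of these motifs, after 146231648 and after 146231785, the cuts lie 137 bp apart.

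**Figure D1:**
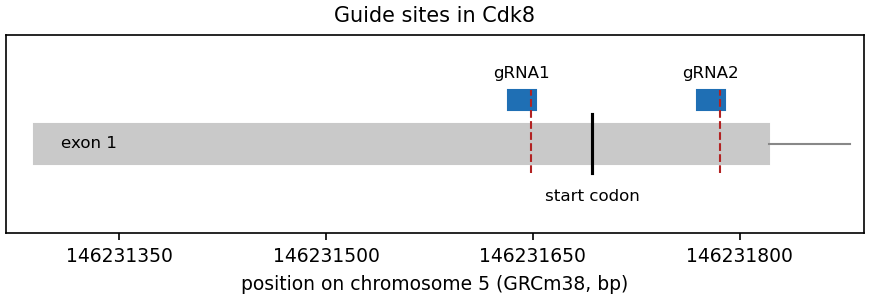
Map of the first exon of Cdk8 (grey bar, drawn from 146231288 for 1 annotated transcript) on chromosome 5 of GRCm38, with position in bp on the x axis. Blue bars are the matched gRNA sequences, dashed lines are the expected cuts and the black line is the start codon at 146231693, which lies between the cuts.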

Several clones were identified to carry homozygous mutations and the absence of Cdk8 protein was confirmed by western blot analysis (Fig. 1C). Three independent clones were selected for further analysis. Sequencing of the genomic locus revealed that a small insertion had occurred in one clone (Fig. S1A) that might explain residual transcript in this clone (Fig. S1B). However, Cdk8 protein was undetectable by western blot analysis. Induction of *Xist* expression in parental HATX3 and *Cdk8* mutant ESCs (ΔCdk8) resulted in cell loss. To quantify the magnitude of cell loss, we applied a single cell assay, whereby individual cells were deposited into 96-well plates and the number of colonies were counted after 14 days in the presence or absence of doxycycline. The ratio of the number of colonies obtained in the presence of doxycycline relative to the absence of doxycycline was calculated to determine the percentage of survival after *Xist* induction (Fig. S1C). This assay revealed a substantial increase in the survival of cells lacking *Cdk8* (Fig. 1D). This suggested a potential requirement for *Cdk8* in *Xist* function. To further assess whether this survival was caused by changes in X-linked gene repression, we performed RNAseq analysis of *Cdk8* mutant and wild-type cells after 48 h of *Xist* induction, and in uninduced conditions. 

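HATX3 ESCs carry Xist under a doxycycline-inducible promoter, so that doxycycline in the medium turns on Xist. RNA was sequenced from 3 wild-type samples of the parental ESCs, numbered 1, 2 and 3, and from the ΔCdk8 clones 8, 11 and 15. Each was sampled in uninduced conditions and after 48 h with 1 µg/ml doxycycline, which gives 12 libraries in 4 groups of 3. The authors enriched polyadenylated RNA, prepared stranded libraries and aligned the reads to the Ensembl GRCm38 reference in the CLC Genomics Workbench. For each library they deposited a table of 25759 genes with the number of reads counted on each gene, on its exons and on its introns, and its TPM value. The TPM values were exon reads divided by exon length and scaled per library, to within a relative difference of 0.000195. Of the genes listed, 954 lie on the X chromosome and 24600 on autosomes, and 5925 had no read in any library. Xist itself has no entry in the tables, so its induction was not measured here.

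Between 22170087 and 60798578 reads per library were counted on genes. The median was 35638554 in uninduced and 32855124 in induced wild-type cells, and 45825724 in uninduced and 30376929 in induced ΔCdk8 cells. At these depths the spread between replicates, not read sampling, limits the precision of well-expressed genes. Residual expression was calculated for each gene as TPM in induced over TPM in uninduced conditions within the same wild-type replicate number or clone. It was taken over genes with a mean TPM of at least 1 in the uninduced samples of the genotype, and the median over genes gives 1 value per replicate. Fold changes of single genes were tested on the read counts with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. The threshold was the paper's, a fold change above 2 with an adjusted p under 0.01.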

We quantified expression changes as the ratio of gene expression in induced conditions relative to uninduced conditions (Fig. 1E,F). Residual expression of X-linked genes in wild-type cells expressing *Xist*, was strongly reduced compared with uninduced cells (Fig. 1F). However, in cells lacking *Cdk8*, X-linked genes were on average expressed at half the level measured in uninduced conditions (Fig. 1E, Table S1). 

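In wild-type cells the median residual expression of 428 X-linked genes was 0.342 in replicate 1, 0.328 in replicate 2 and 0.272 in replicate 3, which gives 0.314±0.0368 (mean±s.d., n = 3). Between 71.1% and 76.8% of the X-linked genes kept less than 0.5 of their uninduced expression, and between 11.7% and 19.2% kept less than 0.1. The choice of genes moved this value most. When every annotated X-linked gene was included and genes without expression in either state were set to 0, the mean was 0.0645.

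In the test of single genes, 480 X-linked genes were covered, of which 133 decreased and 0 increased past the threshold. Among the largest decreases past the threshold were those of Armcx6, Armcx2, Tmem28 and Usp51. Armcx6 had a log2 fold change of −6.26 (standard error 0.42, adjusted p = 0.00237 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Usp51 the log2 fold change was −4.92 (standard error 0.42, adjusted p = 0.00283 from the same edgeR test). The log2 fold change of Armcx6 stayed between −6.37 and −6.18 when each replicate was left out in turn. The number of X-linked genes decreased past the threshold was less stable. It was 245 without replicate 1 and 0 without replicate 2 or without replicate 3. In uninduced libraries the chi-square of read counts per gene was 110 and 160 for replicate 1 against replicates 2 and 3. For replicate 2 against replicate 3 it was 26.1, so replicate 1 stood apart. Across 12591 genes, deviations from the group mean had a correlation of at least 0.610 (mean 0.664) between induced and uninduced samples of the same wild-type number. The highest value for samples of different numbers, whose mean the centring makes negative, was 0.446. With the replicate number as a block in the fit, 251 X-linked genes decreased past the threshold.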

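The median residual expression of 449 X-linked genes in ΔCdk8 cells was 0.569, 0.608 and 0.591 in the libraries labelled clone 8, 11 and 15, a mean of 0.589±0.0192 (s.d., n = 3). Each clone had a higher value than each wild-type replicate, and the difference of 0.275 was larger than the spread between replicates of either genotype. A two-sided exact permutation test of the replicate medians gave p = 0.1, the smallest p that 3 samples against 3 allow. Between 33.2% and 34.5% of the X-linked genes fell below 0.5 of their uninduced expression in the ΔCdk8 clones, and between 0.668% and 2.70% fell below 0.1. The mean was 0.588 when each induced sample was divided by the mean of the uninduced samples in place of its own uninduced partner, without the replicate block.

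In the edgeR test on single genes, 0 of the 531 X-linked genes covered in ΔCdk8 cells passed the threshold, and 216 had an unadjusted p under 0.05. Deviations from the group mean were shared within clones, with a mean correlation across genes of 0.905 for samples of the same clone, and at most 0.0445 for samples of different clones, whose mean the centring makes negative. With the clone as a replicate block in the fit, 128 X-linked genes decreased and 0 increased. The difference in induction between the genotypes was tested as an interaction over all 12 libraries. Without a block, 0 of 549 X-linked genes passed and 215 had an unadjusted p under 0.05. When the pairing by replicate number and clone was included as a block, 92 X-linked genes were repressed less in ΔCdk8 than in wild-type cells and 0 were repressed more. DESeq2's Wald test without a block gave 26 X-linked genes repressed less.

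The paper's Table S1 lists the 100 X-linked genes repressed most in wild-type cells, and 93 of them were matched by name and covered by the tests in both genotypes, with Armcx read for the table's Armxc. The others had names that were not matched or too few reads in a genotype. Since these genes were chosen by their repression in wild-type cells, a larger fall in wild-type than in ΔCdk8 cells is favoured by the choice. Their median log2 fold change was −3.36 in wild-type and −1.43 in ΔCdk8 cells, and 91 of the 93 fell less in ΔCdk8 cells. From the remaining expression of X-linked genes in ΔCdk8 cells, together with the overall X-linked expression before induction, the paper proposes that Xist can repress genes without Cdk8 but that the repression is incomplete.

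**Figure D2:**
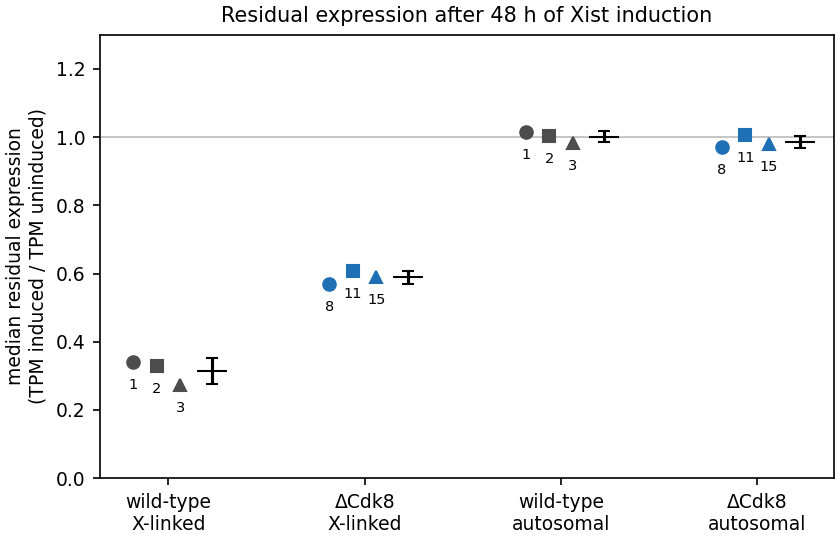
Median residual expression (TPM in induced over TPM in uninduced conditions, y axis) of X-linked and autosomal genes in wild-type and ΔCdk8 cells. Each point is 1 replicate or clone, labelled with its number, and the horizontal bars with whiskers are mean±s.d. (n = 3). The X-linked values of ΔCdk8 clones lie between 0.569 and 0.608 and those of wild-type replicates between 0.272 and 0.342.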

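Autosomal genes were analysed in the same way as X-linked genes. Over 11359 autosomal genes in wild-type cells the median residual expression was 1.00±0.0161 (mean±s.d., n = 3), and over 11850 autosomal genes in ΔCdk8 cells it was 0.986±0.0185 (s.d., n = 3). The genotypes differed by −0.0147 (two-sided exact permutation test, p = 0.3). In the interaction without a block, 0 of 14573 autosomal genes passed with edgeR. With the replicate block, 26 had a higher and 33 a lower log2 fold change in ΔCdk8 than in wild-type cells. DESeq2 without a block gave 5 higher and 2 lower. In wild-type replicates 3.05% to 4.95% of autosomal genes fell below 0.5 of their uninduced expression, against 1.05% to 1.50% in ΔCdk8 clones. Of 13512 autosomal genes tested in wild-type cells, 21 increased and 8 decreased past the threshold. The largest increases were those of Sec14l5, Ablim1, Tbx3, Cobl and Mcam. Sec14l5 on chromosome 16 had a log2 fold change of 3.90 (standard error 0.49, adjusted p = 0.00883 from edgeR's quasi-likelihood test). In ΔCdk8 cells 0 of 14286 autosomal genes passed. The number of autosomal genes past the threshold depended on the replicate block more than on any filter on low counts: with it, 206 increased and 96 decreased in wild-type cells, and 20 increased and 60 decreased in ΔCdk8 cells.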

Overall, transcription was not affected by *Xist*, as shown by the unchanged expression of autosomal genes (Fig. 1E,F). Furthermore, the *Cdk8* mutation did not lead to an overall change in X-linked gene expression before the induction of *Xist* (Fig. S1D). This observation suggested that *Xist* was able to repress genes in the absence of *Cdk8* but the repression was incomplete. 

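In uninduced conditions, the TPM of 417 expressed X-linked genes and 11192 expressed autosomal genes in each ΔCdk8 clone was divided by the mean TPM of the wild-type samples. The median ratio of X-linked genes was 1.07±0.132 (mean±s.d., n = 3 clones) and that of autosomal genes was 1.08±0.0874 (s.d., n = 3). The X-linked median divided by the autosomal median was 0.966, 0.960 and 1.05 in the libraries labelled clone 8, 11 and 15, with a mean of 0.991±0.0482 (s.d., n = 3). For a test, the median log2 ratio of each sample to the mean of all uninduced samples was taken, X-linked minus autosomal. In this value the clones did not differ from wild-type samples by more than the replicate spread (two-sided exact permutation test, p = 0.9). In the count-based test with edgeR 0 of 541 X-linked genes passed the threshold and 109 had an unadjusted p under 0.05. With DESeq2's Wald test 7 X-linked genes increased and 9 decreased.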

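The standard deviation of log2 fold changes between 480 X-linked genes was 1.28 in wild-type cells, against 0.49 for the root mean square standard error of the same genes, the spread that measurement error alone would give. For 531 X-linked genes in ΔCdk8 cells the standard deviation was 0.56 and the root mean square standard error was 0.55. With the replicate block the corresponding values in ΔCdk8 cells were 0.57 and 0.23, and for genes with a mean TPM of at least 5 without the block they were 0.46 and 0.38, so that the spread between genes exceeded the error in both.

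Residual expression of single genes in wild-type cells ranged from 0.0885±0.0222 (mean±s.d., n = 3) for Pls3 to 0.165±0.0820 (s.d., n = 3) for Hmgn5 among Pdk3, Bex4, Pls3, Pgk1 and Hmgn5, 5 of the X-linked genes that the paper names. In ΔCdk8 cells it ranged from 0.317±0.0261 (s.d., n = 3) for Pgk1 to 0.478±0.0493 (s.d., n = 3) for Bex4. For Pdk3 it was 0.104±0.0196 (s.d., n = 3) in wild-type and 0.435±0.0517 (s.d., n = 3) in ΔCdk8 cells. In each of the 5 genes every clone kept a larger part of its uninduced expression than every wild-type replicate. Pdk3, on the X chromosome from 93764607 to 93832201, had a log2 fold change of −3.28 in wild-type cells (standard error 0.22, adjusted p = 0.00237 from edgeR's quasi-likelihood test). In ΔCdk8 cells the log2 fold change of Pdk3 was −1.16 (standard error 0.21, adjusted p = 0.5605 from the same edgeR test). The difference between genotypes for Pdk3 was 2.14 on the log2 scale (standard error 0.29, adjusted p = 0.0959 by edgeR), and with the replicate block it was 2.15 (standard error 0.16, adjusted p = 0.000373 by edgeR). The autosomal gene Rrm2 had a log2 fold change of −0.10 (standard error 0.17) in wild-type cells.

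**Figure D3:**
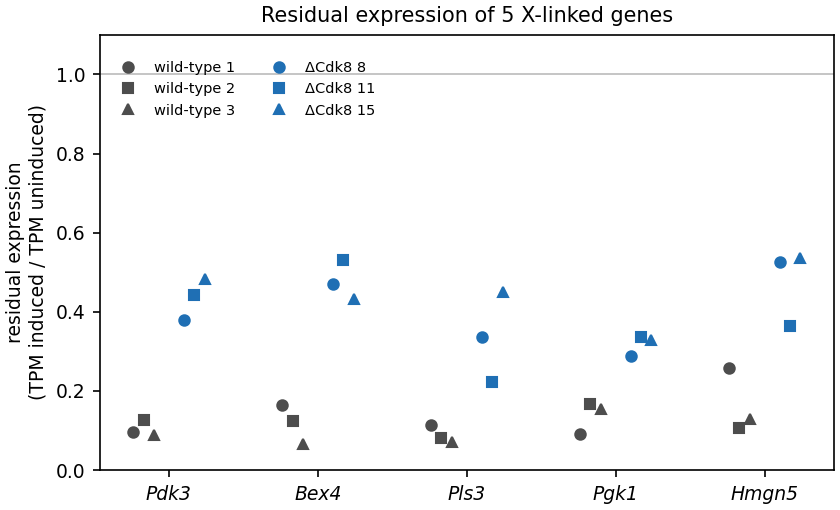
Residual expression (TPM in induced over TPM in uninduced conditions, y axis) of 5 X-linked genes in wild-type replicates (grey) and ΔCdk8 clones (blue). Each point is 1 replicate or clone, and the line marks a value of 1. Values of Pls3 in wild-type cells lie between 0.0712 and 0.114 and in ΔCdk8 cells between 0.223 and 0.449.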

Investigation of the gene level further showed variability over different X-linked genes (Fig. S1E), which likely reflects the different half-lives of the transcripts, as well as the efficiency of silencing. The latter has been observed before and is probably caused by multiple and gene-specific repression mechanisms acting in X inactivation (Żylicz et al., 2019). To obtain an independent confirmation, we determined the expression levels of several genes by qRT-PCR. The X-linked *Pdk3*, *Bex4*, *Pls3*, *Pgk1* and *Mecp2* genes showed higher residual expression in *Cdk8* mutant cells compared with wild-type control cells, when *Xist* was induced (Fig. 1G). In contrast, *Hmgn5* was repressed to comparable levels in *Cdk8* mutant and control cells, showing that the requirement of *Cdk8* for efficient repression was gene specific (Fig. 1G). Induction of *Xist* had no measurable effect on the autosomal *Rrm2* gene (Fig. 1G). In addition, we assessed the relative expression differences of the above genes in *Cdk8* mutant and control cells in the absence of *Xist* induction. Expression levels were comparable, which confirmed that the baseline expression in control and *Cdk8* mutant cells is comparable before the induction of *Xist* (Fig. S1F). Biochemical fractionation showed that Cdk8 is localized to the nucleus in ESCs and can be detected in the chromatin-associated fraction (Fig. 1H), which is consistent with its function in gene regulation.

**Fig. 1.**
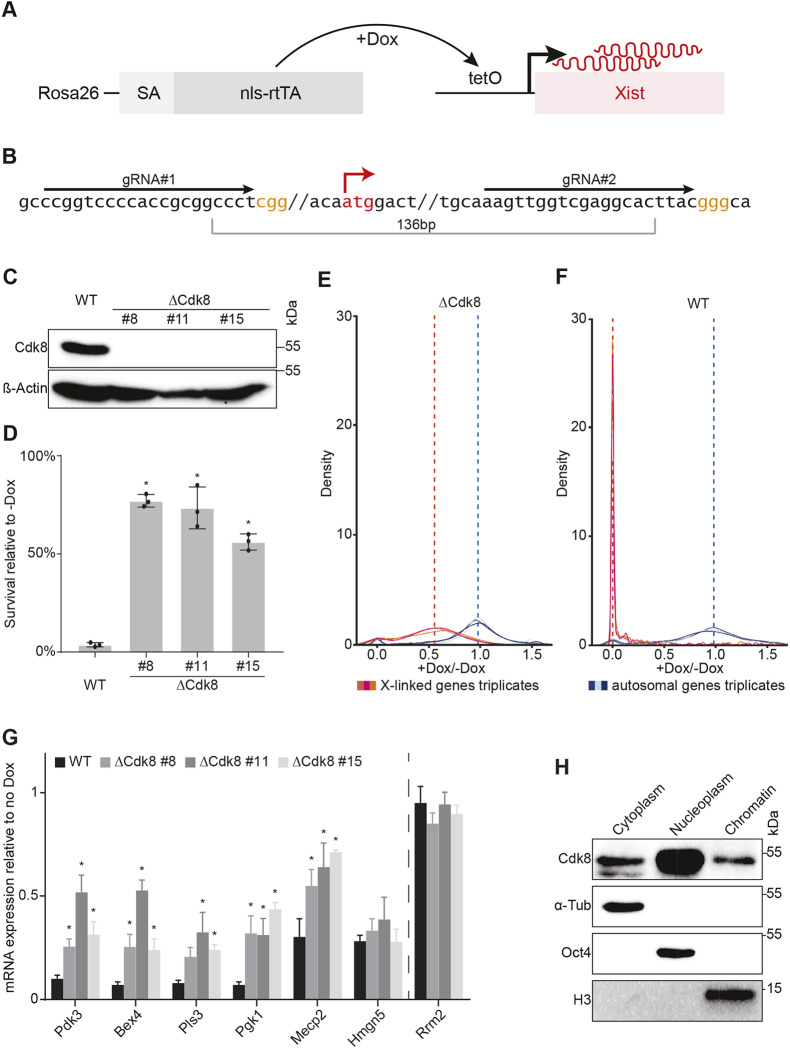
**Loss of *Cdk8* impairs X-linked gene silencing by *Xist*.** (A) Schematic of the *Xist* expression system in HATX3 ESCs. The nls-rtTA transactivator binds an inducible tetO promoter at the start site of the *Xist* gene. Doxycycline addition leads to *Xist* expression. nls-rtTA, nuclear localization signal-reverse tetracycline-controlled transactivator; tetO, tetracycline operator; Dox, doxycycline; SA, splice acceptor; Rosa26, genomic locus of nls-rtTA integration. (B) CRISPR/Cas9 strategy to engineer ΔCdk8 HATX3 ESCs; two gRNAs were designed to excise 136 bp, including the Cdk8 start codon. Yellow, PAM sequence; red, start codon; black arrows, gRNA target sequences. (C) Immunoblot confirming the absence of Cdk8 protein in ΔCdk8 ESC clones 8, 11 and 15. WT represents parental HATX3 ESCs. β-Actin, loading control. (D) Single cell survival assay for measuring *Xist* function. The ratio of survival of WT and ΔCdk8 after *Xist* induction relative to uninduced conditions is shown. The experiments were performed in triplicate. Data are mean±s.d.; asterisk indicates significant changes relative to WT (*P*<0.05). (E,F) RNAseq data representation of expression ratio after 48 h of *Xist* expression relative to untreated conditions for ΔCdk8 cells (E) and wild-type cells (F). Red curves, ratio of X-linked gene expression; blue curves, ratio of autosomal gene expression; dashed lines, median values. (G) qRT-PCR validation of differentially regulated X-linked genes in ΔCdk8 compared with WT ESCs after 48 h of *Xist* expression. *Rrm2* serves as autosomal control. Expression levels were normalised to *Gapdh* and are relative to uninduced conditions. The experiments were performed in triplicate. Data are mean±s.d.; asterisk indicates significant changes relative to WT (*P*<0.05). (H) Western blot analysis of cell fractionation showing localisation of Cdk8, α-Tubulin (cytoplasmic marker), Oct4 (nucleoplasmic marker) and histone H3 (chromatin fraction).

### The catalytic activity of Cdk8 is required for *Xist* function

To demonstrate the specificity of the *Cdk8* mutation and exclude potential off-target effects, we complemented two *Cdk8* mutant cell lines with cDNA expression constructs. Several ESC clones were isolated and Cdk8 protein expression was investigated by western blot analysis (Fig. 2A). In these complemented cells, the restoration of the function of *Xist* was evident through reduced cell survival upon *Xist* induction (Fig. 2B). Taken together, these data indicate that *Cdk8* contributes to *Xist*-induced gene repression in mouse ESCs.

**Fig. 2.**
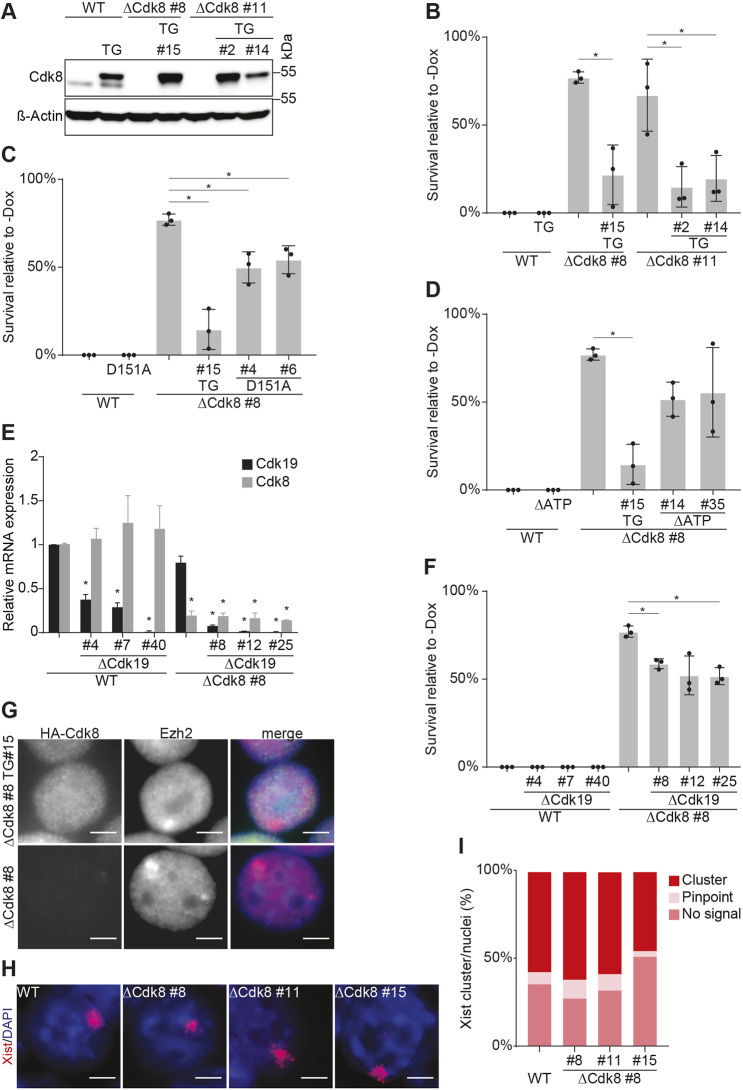
***Cdk8* kinase activity is required for *Xist* function but not *Xist* localization.** (A) Immunoblot confirming expression of *Cdk8* wild-type transgene in ΔCdk8 (clones 8 and 11) and wild-type ESCs. Transgenic HA-Cdk8 shows a higher molecular weight. β-Actin, loading control. (B-D) Survival ratio after *Xist* induction (as in Fig. 1D) of ESCs expressing a wild-type *Cdk8* transgene (B), a D151A mutant *Cdk8* transgene (C) and ΔATP mutant *Cdk8* transgene (D), showing complementation of ΔCdk8 ESCs with the wild-type *Cdk8* transgene. The experiments were performed in triplicate. Data are mean±s.d.; asterisk indicates statistically significant changes (*P*<0.05). ΔCdk8#8 and ΔCdk8#8 TG are the same in all panels. (E) qRT-PCR analysis of Cdk8 and Cdk19 expression in ΔCdk19 mutant clones, ΔCdk8#8 ΔCdk19 double mutant clones and control HATX3 (WT) ESCs, using primers in *Cdk19* exons 1 and 2, and *Cdk8* exons 2 and 3. Expression is normalized using *Gapdh* and shown relative to WT. Experiments were performed in triplicate. Data are mean±s.d.; asterisk indicates statistically significant changes relative to WT (*P*<0.05). (F) Survival ratio after *Xist* induction of ΔCdk19 and ΔCdk8#8 ΔCdk19 ESCs (as in B). Experiments were performed in triplicate; data are mean±s.d.; asterisk indicates statistically significant changes (*P*<0.05). (G) Immunofluorescence analysis showing localisation of HA-Cdk8 and Ezh2 (a Xi marker). (H) *Xist* RNA FISH (red) of wild-type and ΔCdk8 ESCs. DAPI was used to stain DNA (blue). (I) Quantification of *Xist* RNA FISH showing percentage of clusters (red), pinpoint signals (light pink) and no signal (dark pink) for genotypes as indicated. The experiments were performed in triplicate; >100 nuclei counted. Scale bars: 5 μm.

To further delineate the mechanism of *Cdk8* in *Xist* function, we next investigated the requirement for Cdk8 kinase activity. We introduced two mutations into the *Cdk8* cDNA that either abolish ATP binding or the function of the proton acceptor. Both mutations are predicted to lead to a loss of catalytic activity (Akoulitchev et al., 2000; Furumoto et al., 2007; Schneider et al., 2011). We introduced these mutated versions into *Cdk8* mutant and wild-type control ESCs, and confirmed protein expression by western blot analysis (Fig. S2A,B). To assess the effect on *Xist* function, we performed cell survival assays. Whereas expression of wild-type *Cdk8* restored *Xist* function in *Cdk8* mutant cells, neither of the mutated versions of *Cdk8* were able to complement *Xist* function in *Cdk8* mutant cells (Fig. 2C,D). Furthermore, the expression of either *Cdk8* mutant cDNAs in control wild-type cells did not lead to a measurable effect on *Xist* function. Taken together, these data show that the catalytic activity of Cdk8 is required for *Xist* function in our cell system.

### *Cdk8* but not *Cdk19* contributes to *Xist* function in mouse ESCs

*Cdk19* is a paralogue of *Cdk8* that is expressed in mouse ESCs and could potentially compensate for its function in *Cdk8* mutant cells. It is thought that Cdk19 complexes with Med12L and Med13L to form a submodule of the mediator complex that is similar to that formed by Cdk8. Either Cdk8 or Cdk19 submodules can associate with different core mediator complexes. To assess whether a specific requirement for *Cdk8* exists or whether *Cdk19* could also contribute to *Xist* function, we performed an analysis of the *Cdk19* mutation in our ESC system. For this purpose, we engineered mutations in the *Cdk19* gene in wild-type HATX3 cells and *Cdk8* mutant ΔCdk8 cells. RT-PCR analysis showed a strong reduction of *Cdk19* transcripts in cells carrying homozygous mutations in *Cdk19* (Fig. 2E). We did not detect a measurable change in the expression of *Cdk8* in *Cdk19* mutant cells. Similarly, no change of *Cdk19* expression in *Cdk8* mutant cells could be observed (Fig. 2E). These observations show that there is no reciprocal regulation at the transcriptional level between the two homologous kinases. Importantly, *Cdk8* and *Cdk19* double-deficient ESCs had an appearance similar to control ESCs, demonstrating that mediator kinases are dispensable for the self-renewal of pluripotent cells. This allowed us to analyse the effect of combined mediator kinase mutations on *Xist* function. In contrast to the *Cdk8* mutation, loss of *Cdk19* did not have a measurable effect on *Xist* function, as determined by our single cell survival assay (Fig. 2F). In addition, the combined mutations of *Cdk8* and *Cdk19* resembled the *Cdk8* mutation and did not further increase cell survival after *Xist* induction (Fig. 2F). These results strongly suggest that *Cdk19* does not contribute to *Xist* function in mouse ESCs and demonstrate a specific requirement of *Cdk8*.

### *Cdk8* acts downstream of *Xist* localization

We next analysed a potential effect of the *Cdk8* mutation on *Xist* expression and localization. *Xist* was detected in *Cdk8* mutant cells at a level comparable with control cells (Fig. 2H,I). We counted *Xist* clusters and pinpoint signals 24 h after *Xist* induction, and did not observe a statistically significant difference between wild-type, *Cdk8* mutant and complemented cells (Fig. S2C). Further quantification of total fluorescence of the *Xist* clusters confirmed that *Xist* clusters in wild-type and ΔCdk8 ESCs contained comparable amounts of *Xist* (Fig. S2D). The measurement of *Xist* transcript abundance by RT-PCR revealed a higher expression level in wild-type cells, compared with *Cdk8* mutant or complemented cells. However, there was no statistically significant difference between *Cdk8* mutant and complemented cells (Fig. S2E). The higher observed *Xist* expression in wild-type cells is probably due to the polyclonal nature of the parental HATX3 ESCs, which might have included some differentiated cells. To investigate a potential recruitment by *Xist*, we used ESCs expressing HA-tagged Cdk8 protein for immunofluorescence staining, together with Ezh2 antisera for identifying the X chromosome. HA-tagged Cdk8 showed a diffuse nuclear localization pattern without an enrichment over the Ezh2 cluster, whereas in cells that did not express HA-tagged Cdk8, no signal was observed (Fig. 2G). Taken together, our results show that mutation of *Cdk8* does not affect the expression and localization of *Xist*, which suggests that *Cdk8* acts downstream of *Xist* localization.

### *Cdk8* is required for the efficient recruitment of PRC2 by *Xist*

To investigate a potential role for *Cdk8* in chromatin modifications of the Xi, we next measured the ability of *Xist* to recruit polycomb complex activity. We performed immunofluorescence staining with antisera specific for Ezh2, H3K27me3 and H2AK119ub in combination with *Xist* RNA fluorescent *in situ* hybridisation (FISH) after 24 h of *Xist* induction (Fig. 3, Fig. S3). We counted the number of foci relative to the number of *Xist* clusters (Fig. 3B-F). In ∼60% of nuclei, clear *Xist* clusters were detected using our combined staining technique, with little variation between different cell lines. Importantly, similar fractions of cells with *Xist* clusters were observed in cells mutant or wild-type for *Cdk8*, consistent with our earlier observation using *Xist* RNA FISH (Fig. S2C, Fig. S3A). The percentage of *Xist* clusters overlapping with H2AK119ub foci was comparable between *Cdk8* mutant and control cells (Fig. 3B). In wild-type cells, 40% of *Xist* clusters colocalised with H3K27me3 foci using our combined immunofluorescence RNA FISH staining technique (Fig. 3D-F). In cells lacking *Cdk8*, a significant reduction in H3K27me3 foci was observed, with ∼25-30% of *Xist* clusters colocalised with clear H3K27me3 foci (Fig. 3D). A similar pattern was observed for Ezh2 foci (Fig. 3D). Importantly, the reduction in Ezh2 and H3K27me3 clusters in *Cdk8* mutant cells was rescued by the expression of wild-type *Cdk8* cDNAs but not by catalytically inactive versions of Cdk8 (Fig. 3D-F, Fig. S3D-G, Fig. S4A). Therefore, the kinase activity of Cdk8 is required for the efficient recruitment of Ezh2 and PRC2 activity by *Xist*. To further investigate a general effect of *Cdk8* on polycomb histone modifications, we performed a western blot analysis using antisera specific for H3K27me3 and H2AK119ub (Fig. S3B). We observed comparable amounts of both histone modifications in control and ΔCdk8 ESCs, showing that *Cdk8* was specifically required for PRC2 recruitment by *Xist*.

**Fig. 3.**
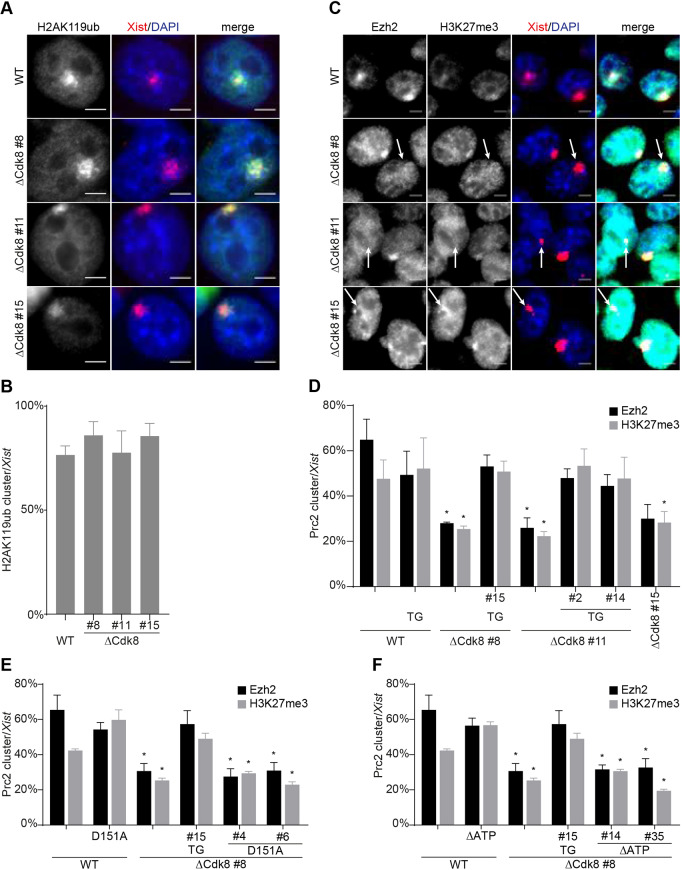
***Cdk8* is required for efficient PRC2 recruitment by *Xist*.** (A) Images of combined H2AK119ub immunofluorescence with *Xist* RNA FISH (red) for wild-type and ΔCdk8 cells. DAPI was used to stain DNA (blue). (B) Quantification of the percentage of *Xist* clusters with H2AK119ub foci after 24 h of *Xist* expression in ΔCdk8 and wild-type ESCs. Percentages are relative to counted *Xist* clusters; experiments were performed in triplicate; data are mean±s.d. (C) Combined immunofluorescence (Ezh2 and H3K27me3) with *Xist*-FISH (red) for wild-type and ΔCdk8 ESCs. White arrows indicate *Xist* clusters lacking PRC2 marks. DNA was stained with DAPI (blue). (D-F) Quantification of the percentage of *Xist* clusters with PRC2 (Ezh2 and H3K27me3) foci after 24 h of *Xist* expression in (D) ΔCdk8 ESCs and wild-type *Cdk8* transgene complemented ΔCdk8 ESCs, (E) D151A and (F) ΔATP mutant *Cdk8* transgene complemented ΔCdk8 ESCs. Percentages are relative to counted *Xist* clusters. Wild-type, ΔCdk8 #8 and ΔCdk8 #8 TG#15 samples are the same in E and F. The experiments were performed in triplicate. Data are mean±s.d.; asterisk indicates significant changes relative to WT (*P*<0.05). Scale bars: 5 μm.

### Mutation of *Cdk8* is embryonic lethal with a sex-specific phenotypic dimorphism

We next investigated whether there was a requirement for *Cdk8* in XCI. We established ESCs from blastocysts of a cross between females homozygous for a *Cdk8^2lox^* conditional mutation and heterozygous *Cdk8^1lox/+^* mutant males that also carry a Sox2-Cre transgene for epiblast-specific expression of Cre recombinase under the Sox2 regulatory region (Hayashi et al., 2002). We obtained two male and three female ESC lines that were homozygous for the *Cdk8*^1lox^ allele. Western blot analysis confirmed that Cdk8 protein was undetectable in these newly established ESCs (Fig. 4A). The potential for differentiation was further confirmed by analysis of *Pou5f1*, *Pax6* and *Gata6* expression before and after induction with retinoic acid (RA) for 4 days (Fig. S4B). Next, we investigated the expression of *Xist* and the X-linked genes *Lamp2* and *G6pdx* by RNA FISH after 4 days of differentiation in the presence of RA (Fig. 4B-E, Fig. S5A). The percentage of cells with *Xist* clusters and the fluorescence intensity of the *Xist* clusters were comparable between *Cdk8*-deficient and wild-type female ESCs (Fig. 4B-D). Furthermore, no difference in *Xist* abundance or *Pgk1* expression was observed by qRT-PCR (Fig. S5A, Fig. S4C). To assess silencing of *Lamp2* and *G6pdx*, we counted the percentage of cells that had FISH signals overlapping the *Xist* cluster, as well as cells that had a single FISH signal that did not overlap with *Xist* (Fig. 4E). In control cells, very few cells showed two signals for *Lamp2*, with one apparently originating from the Xi, as inferred from an overlap with *Xist*. Similarly, most cells displayed a single non-overlapping *G6pdx* signal. In contrast, in *Cdk8* mutant cells an increase in the number of cells with biallelic expression was observed for both X-linked genes, which was paralleled by an increase in the number of signals overlapping *Xist* (Fig. 4E). These data indicate that *Xist* did not silence *Lamp2* or *G6pdx* in a significant number of *Cdk8* mutant differentiating female ESCs, which is consistent with our earlier results showing that *Cdk8* is required for efficient gene repression by *Xist*.

**Fig. 4.**
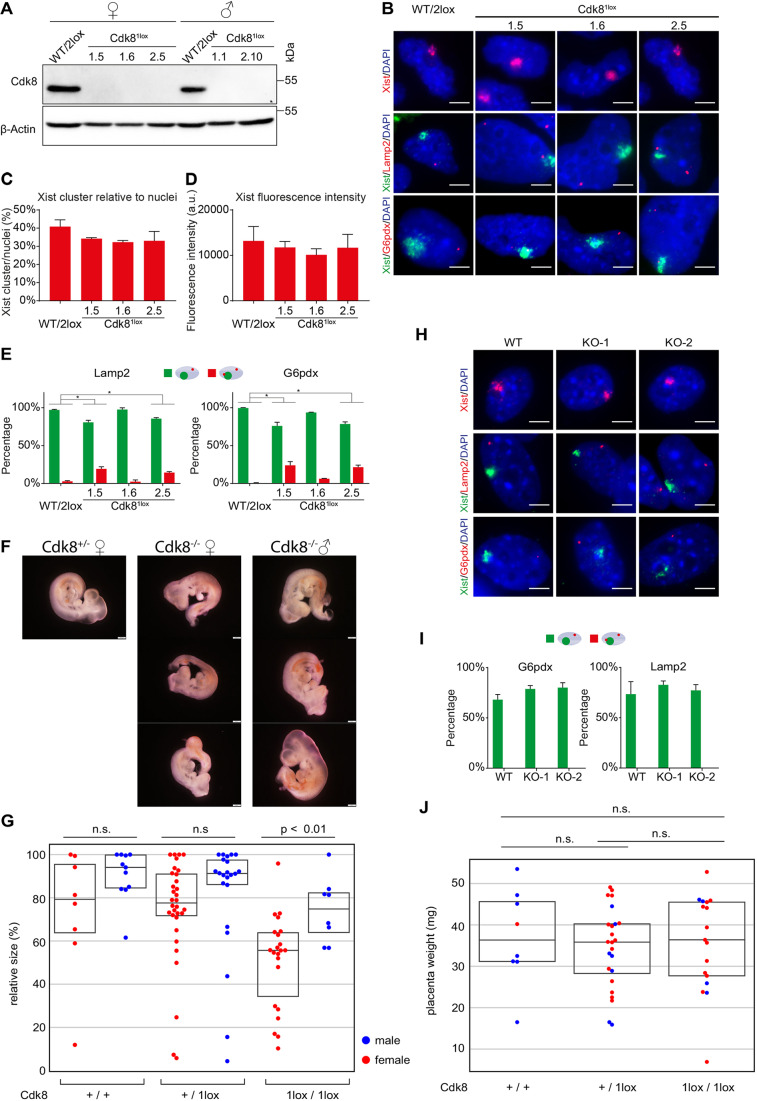
***Cdk8* contributes to the initiation of XCI in female mouse development.** (A) Western blot analysis of Cdk8 with β-Actin as loading control in ESCs established from embryos of crosses between *Cdk8*^WT/1lox^ Sox2-Cre^+/−^ males and *Cdk8*^2lox/2lox^ females. (B) RNA FISH expression analysis of *Xist* and X-linked genes *Lamp2* (middle row) or *G6pdx* (bottom row) in homozygous female *Cdk8*^1lox^ and control female ESCs after 96 h RA differentiation. Top row, *Xist* (red); middle and bottom rows, *Xist* (green) and X-linked genes (red), *Lamp2* (middle) and *G6pdx* (bottom) RNA FISH. DNA was stained with DAPI (blue). (C) Quantification of *Xist* RNA FISH analysis of *Cdk8*^1lox^ and control (WT/2LOX) female ESCs after 96 h RA differentiation. The percentage of *Xist* clusters is shown relative to counted nuclei (>100 counted). The experiments were performed in triplicate. Data are mean±s.d. a.u., arbitrary units. (D) Quantification of the fluorescence intensity of *Xist* clusters from RNA FISH (>100 clusters measured). The experiments were performed in triplicate. Data are mean±s.d. (E) Double FISH quantification of biallelic expression of the X-linked genes *Lamp2* and *G6pdx*, and overlap with an *Xist* cluster. Percentage (>100 *Xist* clusters analysed) of *Xist* clusters without detectable biallelic X-linked gene expression (green bars), and *Xist* clusters with overlapping X-linked gene expression (red bars) are shown. The experiment was performed in triplicate. Data are mean±s.d. Asterisk indicates a significant difference from the wild-type control (*P*<0.05). (F) Representative images of heterozygous control female (left), and homozygous female (middle) and male *Cdk8* mutant (right) embryos from one litter at E10.5. (G) Statistical analysis of embryo size as determined by image segmentation. The swarm plot shows the size normalized to largest size of the litter for each embryo with a box plot showing the mean and quartiles superimposed (n.s., not significant). (H,I) Female primary mouse embryonic fibroblasts derived from E10.5 *Cdk8*^1lox/1lox^ embryos. (H) RNA FISH expression analysis of *Xist* and X-linked genes *Lamp2* (middle) or *G6pdx* (bottom). Top, *Xist* RNA FISH (red); middle and bottom, *Xist* (green); and X-linked genes (red) RNA FISH. DNA was stained using DAPI (blue). (I) Quantification of RNA FISH analysis of biallelic X-linked gene expression in the presence of *Xist* clusters (as in B). The percentage of nuclei showing monoallelic expression of the X-linked genes *G6pdx* and *Lamp2* (green bars) in nuclei with *Xist* clusters are shown (>100 *Xist* clusters containing cells analysed). No cells with biallelic *Xist* expression were observed. The experiments were performed in triplicate. Data are mean±s.d. (J) Statistical analysis of placenta weights. Swarm plot showing the weight of individual placentae in mg for each genotype. Sex is indicated by the same colours as in G (n.s., not significant). Numbers above the lanes and panels in A and B, respectively, and on the *x*-axes in C, D and E indicate the clone numbers of independent ESC lines. Scale bars: 5 μm (B,H); 500 μm (F).

Preliminary analysis of crosses between homozygous conditional *Cdk8^2lox^* mutant and heterozygous *Cdk8^1lox/+^* mutant Sox2-Cre mice indicated that the *Cdk8* mutation is lethal around embryonic day (E) 10.5 (Table S3, Fig. S4D,E). To assess a potential requirement of *Cdk8* for XCI in the embryo, we crossed mice that carried a heterozygous *Cdk8^1lox/+^* mutation. We obtained a total of 175 embryos, which included 43 homozygous *Cdk8^1lox/1lox^* mutant embryos (Table 1). The sex of these embryos was established by *Sry*- and *Zfy*-specific PCR to identify the Y chromosome. All female homozygous *Cdk8* mutant embryos that were obtained showed a more pronounced developmental delay and smaller size compared with males (Fig. 4F, Fig. S5B-D). We carried out the segmentation of microscopy images to determine the size of 103 embryos and analysed the statistical significance of the size difference between male and female embryos for all genotypes (Fig. 4G, Fig. S6, Table S4, Data S1; Wutz et al., 2020). The size difference between female and male homozygous *Cdk8* mutant embryos was statistically significant, whereas the sex-specific differences for other genotypes were not significant. The more severe phenotype of female *Cdk8* mutant embryos is consistent with a function of *Cdk8* in XCI.

**Table 1.**
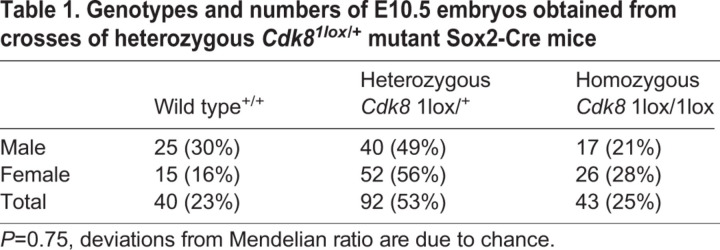
**Genotypes and numbers of E10.5 embryos obtained from crosses of heterozygous *Cdk8^1lox^*^/+^ mutant Sox2-Cre mice**

We established fibroblast cultures from wild-type and *Cdk8* mutant female embryos. We noted an impaired proliferation of *Cdk8* mutant fibroblast and could ultimately obtain two cultures (Fig. S5E) in which the expression of *Xist* (Fig. S5F) and X-linked genes could be examined. We detected no statistically significant difference in the percentage of cells with *Xist* clusters between wild-type and *Cdk8* mutant cells (Fig. 4H, Fig. S5G). In addition, the total fluorescence intensity of *Xist* clusters in *Cdk8* mutant cells was comparable with wild-type controls (Fig. S5H), showing that *Xist* was expressed and formed clusters in the absence of *Cdk8*. We then examined the expression of the X-linked genes *Lamp2* and *G6pdx* using RNA FISH (Fig. 4I). Both genes appeared efficiently silenced in wild-type and *Cdk8* mutant fibroblast cells. This finding indicated that the absence of *Cdk8* did not impair dosage compensation in somatic cells and suggests that *Cdk8* is a factor that contributes to the initiation of XCI.

To investigate whether a potential defect in the placenta could contribute to the phenotype of the *Cdk8* mutation, we determined the weight of placentae from E10.5 embryos of our heterozygous cross. We obtained weights for 51 placentae, which included 17 homozygous mutants (Fig. 4J, Fig. S7, Table S4, Data S1; Wutz et al., 2020). The weight difference between wild-type, homozygous and heterozygous, or male and female homozygous mutant placentae was not statistically significant, showing that placental weight was largely unaffected by the Cdk8 mutation. This observation suggests that the phenotype of the *Cdk8* mutation is caused by embryonic defects.

### Loss of *Cdk8* leads to the deregulation of gene expression associated with Notch signalling

To further investigate the lethality of the *Cdk8* mutation, we identified genes that are differentially expressed between wild-type and *Cdk8* mutant ΔCdk8 ESCs (Fig. S5I). 

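The targeted gene was examined first in each uninduced library. The deletion removes a small part of exon 1, and transcripts of the locus may still be counted. Cdk8 had a TPM of 64.2, 69.4 and 74.2 in wild-type replicates 1, 2 and 3. In the ΔCdk8 libraries it was 34.4 for clone 8, 56.8 for clone 11 and 85.3 for the library labelled clone 15, which was above every wild-type sample. The TPM of Cdk8 therefore did not separate the genotypes, and the labels were taken as given. The paper mentions residual transcript in a single clone, from qRT-PCR with primers in exons 2 and 3. Here Cdk8 was counted in all 3 clones, and the cause of this difference was not tested. Reads on the introns of Cdk8 made up between 70.4% and 96.4% of its gene reads over the 12 libraries, and for this gene the TPM, which uses exon reads only, was preferred to the gene reads. Cdk19, the paralog of Cdk8, had a TPM of 6.50±2.57 (mean±s.d., n = 3) in wild-type and 10.4±2.35 (s.d., n = 3) in ΔCdk8 cells.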

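Uninduced ΔCdk8 clones and uninduced wild-type samples were compared over 14646 genes. With edgeR's quasi-likelihood test 0 genes increased and 0 decreased past the threshold, and 2982 genes had an unadjusted p under 0.05. The common dispersion estimated by edgeR, a measure of the variation between replicates, was 0.115. The tool moved these counts most. DESeq2's Wald test on the same genes, with the same threshold, gave 263 increased and 119 decreased genes. With all 12 libraries in 1 edgeR fit, 3 genes increased and 2 decreased. The clones and the wild-type samples share no replicate numbers in this comparison, so no paired test was made.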

Our RNAseq datasets revealed that 210 genes were significantly upregulated and 105 genes were downregulated in *Cdk8* mutant compared with wild-type control ESCs (Table S2). Among the upregulated genes were members of the *Zscan4* family that are associated with cleavage-stage transcriptional profiles and the two-cell-like state of mouse ESCs. 

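The tables list Zscan4 genes and pseudogenes in a cluster on chromosome 7 of GRCm38. Reads of these near-identical copies can be split between them by the counting, so the values of single members are uncertain. Zscan4c (ENSMUSG00000054272, 11005745 to 11010547) had a TPM of 2.36 in clone 8, 0.0481 in clone 11 and 4.06 in the library labelled clone 15, against 0.106, 0.282 and 0 in wild-type replicates 1, 2 and 3. For Zscan4f the values were 2.86, 0.168 and 7.82 in the ΔCdk8 libraries and 0, 1.16 and 0.0871 in the wild-type samples. The log2 fold change of Zscan4c was 3.75 (standard error 1.53, adjusted p = 0.234 from edgeR's quasi-likelihood test), and it lay between 2.99 and 5.42 when each sample was left out in turn. Zscan4-ps2 had a log2 fold change of 4.93 (standard error 1.20, adjusted p = 0.141 by edgeR) and passed the threshold with DESeq2's Wald test (adjusted p = 0.00282). Zscan4c did not pass with DESeq2's Wald test (adjusted p = 0.0935). The increase of Zscan4c and Zscan4f was thus seen in clone 8 and in the library labelled clone 15, and clone 11 stayed within the wild-type range.

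**Figure D4:**
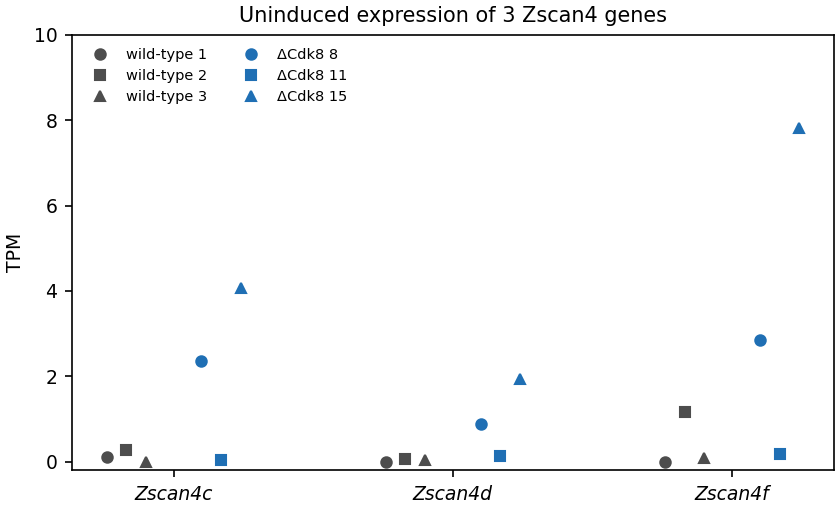
TPM (y axis) of 3 Zscan4 genes in uninduced wild-type replicates (grey) and ΔCdk8 clones (blue), with 1 point per library. Clone 8 and the library labelled clone 15 lie above the wild-type samples in each gene, with 2.36 and 4.06 for Zscan4c.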

Previous studies have shown that *Cdk8* regulates the Notch intracellular domain (Nicd). Consistent with this finding, we observed the upregulation of the Notch target gene *Hes1* in *Cdk8* mutant cells. 

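Hes1 (ENSMUSG00000022528, chromosome 16 of GRCm38 from 30064384 to 30067796) had a TPM of 11.5±2.68 (mean±s.d., n = 3) in uninduced wild-type and 24.3±2.89 (s.d., n = 3) in uninduced ΔCdk8 cells. The ratio to the wild-type mean was 2.11 in clone 8, 2.36 in clone 11 and 1.86 in the library labelled clone 15, and each ΔCdk8 library was above each wild-type sample. On the read counts the log2 fold change was 0.90 (standard error 0.29, adjusted p = 0.178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between 0.71 and 1.12 when each sample was left out in turn. DESeq2's Wald test gave 0.88 (standard error 0.30, adjusted p = 0.0413).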

We confirmed a 2.5-fold upregulation of *Hes1* in *Cdk8* mutant cells by RT-PCR (Fig. S5J). Investigation of the Nicd by western blot analysis indicated a higher level of the cleaved Nicd fragment in ΔCdk8 cells (Fig. S5K). Taken together, these findings indicate a deregulation of Notch signalling in the absence of *Cdk8*, which is consistent with the proposed role of *Cdk8* in the regulation of the Nicd. Although an increase in Notch activity was detectable, it did not affect the growth of *Cdk8* mutant ESCs, which is consistent with previous observations on overexpressing Nicd in ESCs (Lowell et al., 2006).

*Cdk8* has also been implicated in the activation of Stat1 and Stat3 by phosphorylation. Stat3 activation was of particular interest as it contributes to the stabilisation of pluripotent mouse ESCs (Ying et al., 2008). However, western blot analysis did not detect changes in Stat1 or in Stat3 phosphorylation (Fig. S5K). Importantly, we did not observe any changes in the expression of chromatin regulators, including polycomb group genes in *Cdk8* mutant cells. 

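A list of 84 genes was examined in uninduced cells, with 26 genes of polycomb repressive complex 1, 12 of polycomb repressive complex 2 and 46 other chromatin regulators. With edgeR's quasi-likelihood test 0 of the 84 passed the threshold, and 18 had an unadjusted p under 0.05. The log2 fold changes had a median of −0.18 and ranged from −1.54 to 1.09. The largest change was that of Dnmt3b on chromosome 2 (log2 fold change −1.54, standard error 0.23, adjusted p = 0.110 by edgeR), with a TPM of 787±226 (mean±s.d., n = 3) in wild-type and 294±16.5 (s.d., n = 3) in ΔCdk8 cells. Among genes of polycomb repressive complex 1 the largest was Phc1 on chromosome 6 (log2 fold change −1.18, standard error 0.15, adjusted p = 0.101 by edgeR), with a TPM of 506±50.9 (s.d., n = 3) in wild-type and 252±33.1 (s.d., n = 3) in ΔCdk8 cells. Among those of complex 2 it was Phf19 (log2 fold change 0.79, standard error 0.40, adjusted p = 0.296 by edgeR). With DESeq2's Wald test 3 of the 84 passed, Dnmt3b, Phc1 and Dnmt3a, all with lower expression in ΔCdk8 than in wild-type cells. With edgeR and each sample left out in turn, 0 of the 84 passed, and 8 to 40 had an unadjusted p under 0.05. The largest change was then that of Pcgf5 without wild-type replicate 1 (1.98) and of Dnmt3a without clone 11 (−1.74), and of Dnmt3b otherwise.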

Overall, the mutation of *Cdk8* induced relatively few changes in the transcriptome of ESCs, suggesting it plays only a minor role in gene regulation. This observation indicates that the contribution of *Cdk8* to *Xist* function is not caused by transcriptome changes in ESCs.

## DISCUSSION

Our study implicates *Cdk8* as a new factor for X inactivation in mice. We found that *Cdk8* is required for efficient gene silencing by *Xist* and recruitment of PRC2 but is dispensable for *Xist* expression and localization. In the absence of *Cdk8*, PRC1 activity is recruited by *Xist*, which suggests there is a specific requirement for PRC2 recruitment. This is consistent with the current model of polycomb complex recruitment in X inactivation, which implies PRC1 activity as an initial signal for recruiting PRC2 (Almeida et al., 2017; Pintacuda et al., 2017).

The absence of *Cdk8* had a modest effect on gene expression in mouse ESCs. Notably, we did not detect changes in polycomb gene expression or in the expression of chromatin regulatory proteins among the top regulated genes. The effect of the *Cdk8* mutation was most dramatic on the repressive effect of *Xist* on X-linked genes. In the absence of *Cdk8*, X-linked genes remained, on average, expressed at half the level of the active X chromosome. In contrast, in control cells with an intact *Cdk8*, gene repression was almost complete. This effect on gene repression is consistent with an earlier observation of a repressive effect of *Cdk8* on super-enhancers in lymphoma cells (Pelish et al., 2015). This study showed that Cdk8 localizes to sites of mediator binding and acts to downregulate expression of associated genes. The remaining activity of *Xist* in *Cdk8* mutant cells is probably due to the activity of pathways that act in parallel.

We found that the paralogous kinase *Cdk19* is not required for *Xist* function. Considering the high level of sequence identity between the Cdk8 and Cdk19 proteins, this might appear surprising. Nonetheless, this observation is consistent with previous studies that have shown that Cdk8 and Cdk19 form distinct biochemical complexes that can act independently (Bourbon, 2008; Daniels et al., 2013). In our cell system, the *Cdk19* mutation did not have a measurable effect on *Xist* function and a combined mutation of *Cdk8* and *Cdk19* resembled the effect of the *Cdk8* mutation. Furthermore, we did not detect evidence of compensatory gene regulation between *Cdk8* and *Cdk19*, and neither mutation affected the expression of the respective other kinase gene. Therefore, we conclude that gene repression by *Xist* specifically requires Cdk8. Notably, the absence of both mediator kinases *Cdk8* and *Cdk19* does not impair ESC self-renewal. Homozygous *Cdk8 *and* Cdk19* mutant ESCs are a resource for future studies of mediator kinase function in signalling and gene expression.

Complementation experiments with mutant versions of *Cdk8* that are predicted to lack kinase activity, demonstrate that the catalytic activity of Cdk8 is required for *Xist* function. Interaction of mediator kinases with PRC2 subunits Ezh2 and Suz12, and phosphorylation of Ezh2, has been reported (Fukasawa et al., 2015), consistent with a direct role of Cdk8 kinase for PRC2 recruitment in X inactivation. We observed Cdk8 as a nuclear localized and chromatin-associated protein but we did not detect an enrichment over the X chromosome using HA-tagged Cdk8 expressing ESCs. Although the failure to detect an enrichment might be due to technical limitations, it is conceivable that Cdk8 kinase activity is locally activated on Xi by factors targeted by *Xist*. Cdk8 also does not contain a discernible RNA interaction motif. Notably, the cyclin-binding protein Ciz1 was previously observed on the Xi (Ridings-Figueroa et al., 2017). Ciz1 shows enrichment over the *Xist* domain at the initiation of XCI in ESCs but is not required until somatic cell fates are generated. It is enticing to speculate that Ciz1 could contribute to locally activate among other kinases, as well as Cdk8 (Andrau et al., 2006). However, this aspect would need further exploration in future studies.

Consistent with a requirement for X inactivation, we found that the *Cdk8* mutation causes a sex-specific dimorphic phenotype with a female-specific increased developmental delay at E10.5. Homozygous *Cdk8* mutant female embryos were smaller and had a more pronounced developmental delay compared with males. These observations are consistent with a defect in dosage compensation in female *Cdk8* mutant embryos. Although female embryo development is impaired more strongly than in males, lethality at E10.5 does not suggest a complete abrogation of dosage compensation. This observation is consistent with a partial defect of gene repression by *Xist* that is also gene specific in our ESC system. Our analysis further indicates the presence of an Xi in somatic cells in female *Cdk8* mutant embryos. These cells are probably selected in embryonic development as cells with dosage compensation defects are eliminated.

Our observation of a postimplantation lethality of *Cdk8* mutant embryos is inconsistent with an earlier study of a *Cdk8* gene trap mutation, which reported a developmental arrest in preimplantation embryos (Westerling et al., 2007). We did not detect Cdk8 protein in homozygous mutants of the *Cdk8*^1lox^ allele, which suggests a loss-of-function mutation. Statistical analysis shows that at E10.5 *Cdk8* mutant embryos are not under-represented and are observed at their expected Mendelian ratios. The discrepancy between our study and the earlier study can be reconciled by considering the different genetic backgrounds of the mouse strains and the differences in the structure of the *Cdk8* mutant alleles. In our hands, the *Cdk8* mutation is lethal around E10.5, with a more severe developmental delay in the female embryos that were recovered. From our placental weight measurements, we suggest that the *Cdk8* mutation predominantly affects the embryo and does not reduce the weight of the placenta at E10.5. We observed reduced embryo size and malformations with a striking defect in head development. This phenotype was associated with a delay or defect in neural tube closure. Taken together, our data demonstrate that *Cdk8* contributes to gene repression and PRC2 recruitment during the initiation of X inactivation, and is an essential gene for the post-implantation development of the mouse embryo.

## MATERIALS AND METHODS

### Cell lines

Diploidised HATX3 cells (Monfort et al., 2015), mutant derivatives and established ESC lines derived from mice were cultured as described previously (Wutz and Jaenisch, 2000). Briefly, cells were plated on gelatine-coated dishes containing high glucose Dulbecco's modified eagle medium (DMEM) (Life Technologies, 41965039) supplemented with 15% foetal bovine serum (Pan, P140402), 1% each of non-essential amino acids (Life Technologies, 11140035), sodium pyruvate (Life Technologies, 11360070) and L-glutamine (Life Technologies, 25030081), 8 μl/l β-mercaptoethanol (Sigma-Aldrich, M7522) and 1000 units/ml leukaemia inhibitory factor (LIF) (homemade). For maintenance culture, 3 μM Gsk3β inhibitor (Chir99021, Axon Medchem) and 1 μM Mek1/2 inhibitor (PD035901, Axon Medchem) were added (Ying et al., 2008). To induce *Xist* expression (Monfort et al., 2015) in HATX3 and mutant derivatives, 1 μg/ml doxycycline (Sigma-Aldrich, 324385) was administered. ESCs were differentiated for 96 h in the presence of 200 nM RA (Sigma-Aldrich, R2625). Primary mouse embryonic fibroblasts were cultured in a medium composed of high glucose DMEM (Life Technologies, 41965039) supplemented with 10% foetal bovine serum (Pan, P140402), 1% each of non-essential amino acids (Life Technologies, 11140035), sodium pyruvate (Life Technologies, 11360070) and L-glutamine (Life Technologies, 25030081).

*Cdk8* and *Cdk19* loss-of-function mutations were generated using a CRISPR/Cas9 strategy described previously (Monfort et al., 2015). Two guide RNAs targeting the region around the start codon were designed using the Massachusetts Institute of Technology algorithm (crispr.mit.edu) (Cdk8: gRNA1, 5′-ccggtccccaccgcggccct-3′ and gRNA2, 5′-aagttggtcgaggcacttac-3′; Cdk19: gRNA1, 5′-caccgtttcaaggcgaagctggcgg-3′ and gRNA2: 5′-caccgtaagagcgcgagcggggagt-3′) and inserted into PX330 vector (Addgene, 422300). Plasmids were sequenced for correct integration using a primer targeting the U6 promoter (5′-gactatcatatgcttaccgt-3′). The corresponding vectors, Cdk8 gRNA1/gRNA2 or Cdk19 gRNA1/gRNA2, were lipofected (Lipofectamine 3000, Thermo Fisher Scientific, L3000015) into HATX3 cells, together with tdTomato-N1 (Addgene, 54642), and after 48 h the cells were sorted for red fluorescence (MoFlo Astrios EQ, Beckman Coulter) and plated at limiting dilution in order to obtain clonal populations. Deletions were detected using PCR with genomic DNA (Cdk8: 5′-tctctcggaggagctaccggctgt-3′ and 5′-caaaactgagtgtcaccagccataggtttg-3′; Cdk19: 5′-ccaggttccaaaacaaggaa-3′ and 5′-acccctaaactccacctcca-3′) and validated by Sanger sequencing. Rescue and kinase-dead constructs were generated using the PiggyBac transposase system. Wild-type Cdk8 cDNA, reverse transcribed from RNA, was inserted into EcoRI-digested PB-EF1α-MCS-IRES-Neo vector (PB-EF1α-MCS-IRES-Neo cDNA cloning and expression vector, System Biosciences, PB533A-2) using a directional seamless cloning kit (In-Fusion HD Cloning Plus, Takara Bio, 638911) (primer: 5′-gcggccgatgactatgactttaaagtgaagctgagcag-3′ and 5′-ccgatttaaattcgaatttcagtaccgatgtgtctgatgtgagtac-3′). Additionally, DNA coding for an HA-Strep-tagII tag (primer: 5′-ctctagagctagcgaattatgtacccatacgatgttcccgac-3′ and 5′-gtcatagtcatcggccgctttttcgaac-3′) was cloned upstream of the Cdk8 cDNA. Site-directed mutagenesis to generate mutant Cdk8 cDNA vectors was achieved by an inverse PCR following the manufacturer's instructions (In-Fusion HD Cloning Plus, Takara Bio, 638911) (D151A: 5′-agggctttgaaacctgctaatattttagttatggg-3′ and 5′-gtttcaaagccctgtgcaacacc-3′; ΔATP: 5′-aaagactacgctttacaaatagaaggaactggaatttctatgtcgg-3′ and 5′-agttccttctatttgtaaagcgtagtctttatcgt-3′). Sequence-validated plasmids were lipofected into corresponding cells together with hyperactive PiggyBac transposase and a tdTomato fluorescent reporter in a ratio of 10:10:1, and sorted for tdTomato expression after 48 h. Independent clones were derived, selected for plasmid integration by the addition of 5 mg/ml G418 Sulphate (Life Technologies, 11811031), PCR screened for plasmid insertion (5′-gaccctgcttgctcaactct-3′ and 5′-tatagacaaacgcacaccg-3′) and validated by Sanger sequencing using the PCR screening primer. All cell lines tested negative for mycoplasma.

### Single cell survival assay

Single cells were sorted (MoFlo Astrios EQ, Beckman Coulter) into 96-well tissue culture plates containing ESC medium without Gsk3 and Mek1/2 inhibitors, which – within a plate – alternately contains 1 μg/ml Dox. The medium was changed after 5 days and emerging colonies were quantified after 12 to 14 days. The experiments were performed in technical duplicates and in biological triplicates.

### RNA extraction, cDNA synthesis and qPCR

RNA was extracted using the RNeasy Mini Kit (Qiagen, 74104) according to the manufacturer's protocol; including an on-column DNA digest using RNase-free DNase (Qiagen, 79254). RNA concentration was determined using a NanoDrop spectrophotometer. Equal amounts of RNA were deployed to reverse transcription, using the SuperScript IV reverse transcriptase kit (Thermo Fisher Scientific, 18090200). Oligo(dT)_15_ primer (Promega, C1101) was used to specifically reverse transcribe polyadenylated transcripts. qPCR experiments were performed in technical duplicates and biological triplicates using a 384-well format on a Roche 480 Lightcycler instrument using the SYBR Green method (KAPA SYBR FAST qPCR Kit, Kapa Biosystems, KK4611). Fold change expression was calculated by the ΔΔct method. *Gapdh* was used for normalisation.

### Primer sequences for gene expression analysis

The following primer sequences were used for gene expression analysis: Bex4, 5′-gataggcccaggagtgatg-3′, 5′-gggttcttcttcactttgtttg-3′; Cdk19, 5′-ggatctgtttgagtacgaaggg-3′, 5′-acaagccgacatagatattcctg-3′; Cdk8, 5′-agaggaaagatgggaaggac-3′, 5′-gctctcggagtaatgctatctc-3′; Gapdh, 5′-cgaaggtggaagagtgggag-3′, 5′-tgaagcaggcatctgaggg-3′; Hes1, 5′-caccggacaaaccaaagacg-3′, 5′-ggaatgccgggagctatctt-3′; Hmgn5, 5′-aaagaaaggctgcaggtg-3′, 5′-ggtttcaactccggtgtaaag-3′; Lef1, 5′-ccctgatgaaggaaagcatc-3′, 5′-gggtcgctgttcatattgg-3′; Mecp2: 5′-ccggggacctatgtatgatg-3′, 5′-aggaggtgtctcccaccttt-3′; Pdk3, 5′-gttcagagctggtacatgcag-3′, 5′-ggccattgtaggaacaacatc-3′; Pgk1, 5′-cccttcctggctatcttggg-3′, 5′-gatgtgccaatctccatgttgt-3′; Pls3, 5′-gcaggaatgaagcactgg-3′, 5′-cccatctcagcagaagctc-3′; Rrm2, 5′-cgccgagctggaaagtaaagcg-3′, 5′-tcgatgggaaagacaacgaagcg-3′; Xist, 5′-tgccatcctccctacctcagaa-3′, 5′-cctgacattgttttccccctaacaacc-3′; Pou5f1, 5′-caactcccgaggagtccca-3′, 5′- ctgggtgtaccccaaggtga-3′; Pax6, 5′-taacggagaagactcggatgaagc-3′, 5′-cgggcaaacacatctggataatgg-3′; Gata6, 5′gaagcgcgtgccttcatc-3′, 5′-gtagtggttgtggtgtgacagttg-3′; Atrx, 5′-cagtggatgatgacgacgac-3′, 5′-cccatcctcatcagagaaa-3′; Uba1, 5′-tttcctcctgaccagctc-3′, 5′-tttgggtccagaccagaa-3′; Armcx1, 5′-gggcagggtgcctgtatc-3′, 5′-ccttccctgcttcttggtttag-3′; and Huwe1, 5′-tgactacccccacaactg-3′, 5′-caccaacctttgctggag-3′.

### Western blot

Whole-cell lysates were prepared by resuspending cells in TNTE buffer [50 mM Tris (pH 7.5), 150 mM NaCl, 0.5% Triton X-100 and 1 mM EDTA] supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF), 10 mM MgCl_2_, 5 mM CaCl_2_ and 3000 U/ml DNase I, and incubation on a rotating wheel for 30 min at 4°C followed by 20 min centrifugation at 18,000 ***g***. Cellular fractions were prepared as described previously (Graumann et al., 2008) with minor modifications. Briefly, collected cells were incubated for 10 min in ice-cold buffer containing 10 mM HEPES (pH 7.9), 1.5 mM MgCl_2_ and 0.2% Igepal-C630, supplemented with 1 mM PMSF. The suspension was homogenised using a glass douncer and a loose pestle. After centrifugation for 15 min at 400 ***g***, the supernatant containing cytoplasmic proteins was collected and stored on ice. The pellet was washed in ice-cold PBS and resuspended in buffer, containing 420 mM NaCl, 20 mM HEPES (pH 7.9), 20% glycerol, 2 mM MgCl_2_, 0.2 mM EDTA, supplemented with 1 mM PMSF, and incubated on ice for 60 min. After centrifugation for 15 min at 18,000 ***g***, the nucleoplasmic protein-containing supernatant was collected and stored on ice. The pellet was washed in ice-cold PBS and resuspended in PBS supplemented with 600 mM NaCl, 1% Igepal-C630, 10 mM MgCl_2_, 5 mM CaCl_2_ and 3000 U/ml DNase I, and incubated on a shaker at 10°C at 600 rpm for 30 min. After centrifugation for 15 min at 18,000 ***g*,** the chromatin-bound protein containing supernatant was collected and stored on ice. Histones were extracted by pre-extraction using 1 ml 0.5% Triton-X100 in PBS+2 mM PMSF per 10^7^ cells followed by 10 min centrifugation at 400 ***g*** at 4°C. Resulting pellets were incubated in 0.2 M HCl (1 ml/4×10^7^ cells) overnight at 4°C followed by 10 min centrifugation at 400 ***g*** at 4°C. Protein concentrations were determined using the Bio-Rad DC Protein Assay (DC Protein Assay Kit II, Bio-Rad, 5000112). Equal protein concentrations for total cell lysates and equal volumes for cellular fractions were subjected to SDS-PAGE, and blotted on polyvinylidene difluoride membranes. The membranes were blocked in TBS+0.1% Tween 20 (TBST)+5% non-fat dried milk. Membrane washes were performed in TBST and antibody incubations were performed in TBST+5% non-fat dry milk. Blots were developed using the enhanced chemiluminiscence detection method on a Bio-Rad ChemiDoc system. Clarity Western ECL substrate (Bio-Rad, 1705060) was used for abundant proteins and SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, 34095) was applied for proteins expressed at low levels.

Primary antibodies used for immunoblotting were as follows: goat anti-Cdk8 (Santa Cruz Biotechnology, SC-1521, dilution 1:400), anti-β-Actin-HRP (Sigma-Aldrich, A3854, dilution 1:20,000), rabbit anti-Notch1 (Cell Signaling Technology, 3608S, dilution 1:500), rabbit anti-phospho-Stat1(S727) (Cell Signaling Technology, 9177S, dilution: 1:200), mouse anti-Stat1 (BD Biosciences, 610186, dilution: 1:1000), rabbit anti-phospho-Stat3(S727) (Cell Signaling Technology, 9134T, dilution: 1:500), mouse anti-Stat3 (Cell Signaling Technology, 9139T, dilution: 1:1000), rabbit anti-Oct4 (Santa Cruz Biotechnology, sc-9081, dilution: 1:250), mouse anti-α-Tubulin (GenScript, A01410-40, dilution: 1:30,000), mouse anti-H3 (Cell Signaling Technology, 3638T, dilution 1:1000) and rabbit anti-H2AK119ub (Cell Signaling Technology, 8240S, dilution 1:2000). Secondary antibodies, purchased from Jackson ImmunoResearch and used at a dilution of 1:20,000, were as follows: peroxidase AffiniPure bovine anti-goat IgG (H+L) (805-035-180), peroxidase AffiniPure donkey anti-mouse IgG (H+L) (715-035-180) and peroxidase AffiniPure donkey anti-rabbit IgG (H+L) (711-035-152).

### RNA FISH

RNA FISH was performed as described previously (Wutz and Jaenisch, 2000). Cells were seeded on laminin- (Sigma-Aldrich, L2020-1MG) coated (5 μg/ml in PBS) Roboz slides (CellPoint Scientific) in appropriate medium. Cells were rinsed in PBS, washed in cytoskeletal (CSK) buffer [10 mM PIPES (pH 6.8), 100 mM NaCl, 300 mM sucrose and 3 mM MgCl_2_] and proteins were extracted by incubation in CSK buffer, supplemented with 0.5% Triton X-100, for 7 min. After one wash in CSK buffer, cells were fixed in 4% paraformaldehyde in PBS for 10 min at room temperature. Slides were dehydrated in an ethanol series of 70%, 80%, 95% and 100%. FISH probe was applied to the cells and incubated overnight at 37°C in a light-protected humidified chamber. Slides were washed three times each for 5 min at 39°C with 50% formamide/2× SSC [300 mM NaCl, 30 mM sodium citrate (pH 7.0)] and 2× SSC, respectively, followed by one wash with 1× SSC. Cellular DNA was stained with DAPI and slides were mounted with mounting medium (Vectashield H-1000, Vectorlabs, H-1000). *Xist* FISH probes were prepared as described previously (Karen and Wutz, 2007) using the random primer labelling technique (Prime-It II Random Primer Labelling Kit, Stratagene, 300385) and Cy3-dCTP using a Xist cDNA template [blueprint vector containing Xist cDNA, pBP5.6 (Wutz and Jaenisch, 2000)]. For double FISH experiments, *Xist* probes were prepared using Fluorescein-High Prime kit (Sigma-Aldrich, 11585622910) and X-linked gene probes were prepared using the random primer labelling technique and Cy3-dCTP using genomic bacterial artificial chromosome templates (Lamp2: RP24173A8, G6pdx: RP2313D21).

### Combined immunofluorescence and RNA-FISH

This experiment was performed as described previously (Chaumeil et al., 2008) with minor modifications. Cells grown as mentioned for RNA FISH, were rinsed with ice-cold PBS and fixed for 10 min in 4% paraformaldehyde in PBS at room temperature. After two washes in PBS, cells were permeabilised in 0.1% sodium citrate/0.5% Triton X-100 in PBS supplemented with 2 mM ribonuleoside vanadyl complex (RVC) (NEB, S1402S) for 10 min on ice. Slides were washed two times in ice-cold PBS+0.1% Tween 20 (PBS-T) and blocked for 45 min at room temperature in 2.5% BSA in PBS-T supplemented with 2 mM RVC. Primary antibodies [mouse anti-Ezh2 (AC22) (dilution 1:100, Cell Signaling Technology, 3147); rabbit anti-H3K27me3 (dilution 1:200, Active Motif, 39155); rabbit anti-HA (C29F4) (dilution 1:1000, Cell Signaling Technology, 3724); rabbit anti-H2AK119ub (dilution 1:500, Cell Signaling Technology, 8240)] diluted in blocking solution supplemented with 2 mM RVC and 1 U/μl RiboLock RNase inhibitor (Thermo Fisher Scientific, EO0381), were added to the cells for 60 min at room temperature. Following three washes with PBS-T, fluorophore-labelled secondary antibodies [Alexa Fluor 488 AffiniPure donkey α-mouse IgG (H+L), Jackson ImmunoResearch, 715-545-150; and Alexa Fluor 647 AffiniPure Donkey α-Mouse IgG(H+L), Jackson ImmunoResearch, 715-605-150], in blocking solution/RVC/RNase inhibitor, were applied at a dilution of 1:1000 and incubated for 60 min at room temperature in the dark. Slides were washed twice with PBS-T and once with PBS. Slides were post-fixed for 10 min with 4% paraformaldehyde in PBS at room temperature, washed once in PBS followed by a wash in 2× SSC. After air drying of the samples, the FISH protocol applied from the point of adding the probe to the slides.

### Microscopy

Samples were analysed with a Zeiss Axio Observer Z.1 fluorescence microscope equipped with a Hamamatsu OrcaFlash 4.0 camera and a Plan Apochromat 100×/1.46 oil DIC objective. Images were processed using Zeiss Zen Pro 2.0 software and figures were prepared using ImageJ/Fiji and Adobe Photoshop to crop pictures and adjust brightness and contrast. Fluorescence intensity measurements were taken by measuring the fluorescence of a defined area with a fixed exposure time, and intensity was calculated by subtracting background fluorescence. Experiments were performed in triplicates and more than 100 measurements or counts were taken for each experiment. Embryo images were acquired using an Olympus MVX10 Stereo-Zoom microscope equipped with an Olympus DP73 camera using the cellSens software. Image segmentation was performed using a custom Python script (Data S1; Wutz et al., 2020) from the scikit-image package. Statistical analysis was performed using a custom Python script based on the scikit-stats package (see supplementary Materials and Methods).

### Mouse experiments

All *in vivo* experiments were performed under the licence ZH152/17 in accordance with the standards and regulations of the *Kantonale Ethikkommission Zürich*. Breeding, maintenance, timed matings and plug checks were carried out at the ETH Phenomics Center Mouse Facility. B6.CDK8tm1(fl/fl)Eucomm mice were a kind gift from Professor Markus Stoffel (ETH Zurich, Switzerland) and B6.Cg-Tg(Sox2-cre)1Amc/J (Hayashi et al., 2002) mice were kindly provided by Professor Jennifer Nichols (University of Cambridge, UK). Embryos were collected in accordance with Institute of Molecular Health Sciences regulations. Pictures were taken at the same magnification using an Olympus MVX10 stereo microscope mounted with an Olympus DP73 camera. Pictures were prepared using Adobe Photoshop to crop and adjust brightness and contrast. ESCs were derived in accordance with published procedures (Nichols and Jones, 2017). Briefly, eight-cell-stage embryos were flushed from oviducts at 2.5 dpc and incubated in KSOM medium (Millipore, MR-020P-5D), supplemented with 3 μM Gsk3β inhibitor (Chir99021, Axon Medchem) and 1 μM Mek1/2 inhibitor (PD035901, Axon Medchem) overnight, at 37°C/5% CO_2_. The next day, the medium was replaced with N2B27 (Takara Bio, Y400002), supplemented with Chir99021+PD0335901, and incubated for another 2 days. Inner cell masses were isolated by immunosurgery consisting of incubation in N2B27 with 20% rabbit α-mouse serum (Sigma-Aldrich M5774) for 1 h at 37°C, 5% CO_2_, followed by incubation in N2B27 with 20% guinea pig serum (Sigma-Aldrich, G9774) for 10 min. Isolated epiblasts were placed in tissue culture plates containing N2B27 supplemented with Chir99021, PD035901 and LIF. Primary mouse embryonic fibroblasts were derived from E10.5 embryos by pushing the embryos through a 27-gauge needle. Expanded cell lines were genotyped using the following primers: Cdk8 deletion, 5′-cttccctcttcccagaggac-3′, 5′-caaccccttttgaggttgaa-3′; Xist: 5′-gtagatatggctgttgtca-3′, 5′-ctccatccaagttctttctg-3′; Sry: 5′-tcttaaactctgaagaagagac-3′, 5′-gtcttgcctgtatgtgatgg-3′; and Zfy: 5′-aagataagcttacataatcacatgga-3′, 5′-cctatgaaatcctttgctgcacatgt-3′. Embryos were genotyped for Cdk8 deletion using the following primers: 5′-ggtgctggaggattaagtgc-3′, 5′-cacagaggacagcacagagc-3′.

### Transcriptomic analysis

RNA was extracted as described above and sequenced by the Functional Genomics Center Zürich. Polyadenylated RNA was enriched using Oligo(dT) beads and libraries were prepared using an Illumina TruSeq Stranded mRNA kit. Libraries were sequenced on an Illumina HiSeq 4000 machine, creating 125 base single-end reads. CLC Genomics Workbench 11 (Qiagen), licensed by ETH, was used for analysis. Adapters were not trimmed and the reads were aligned to the Ensembl reference genome (GRCm38.94). Reads were normalised using the transcripts per kilobase million method. Statistically significant differentially expressed genes were obtained by comparing the data set of interest with a control group, meaning treated against non-treated for differentially regulated X-linked genes or ΔCdk8 non-treated against wild type non-treated for general transcriptional changes using a Wald test. Confounding factors were not taken into consideration. The threshold for significance was set to an absolute fold change greater than two and a false discovery rate *P*-value less than 0.01.

### Statistics

Paired parametric two-tailed *t*-tests were conducted to determine significance with a *P*-value threshold less than 0.05. Calculations were performed using Prism GraphPad Version 7.

## Supplementary Material

Supplementary information

# Supplementary material for: Cdk8 is required for establishment of H3K27me3 and gene repression by Xist and mouse development
**Source:** Development. 2020 Jun 11;147(11):dev175141. doi: 10.1242/dev.175141
**Supplement:** Supplementary information

**Table S1. Top 100 repressed X-linked genes in WT upon *Xist* induction.** Sorted column-wise for descending fold change (FC) in the WT samples. FDR p-value: false discovery rate corrected p-value; WT: data for WT samples;  $\Delta$ Cdk8: corresponding FC and FDR p-value for  $\Delta$ Cdk8 samples; Red: genes significantly downregulated in WT and  $\Delta$ Cdk8 samples.

**Table S2. Top 50 differentially expressed genes in  $\Delta$ Cdk8 compared to WT****ESCs.** Genes up regulated (left column) and down regulated (right column) in  $\Delta$ Cdk8

ESCs were sorted for descending fold change (FC). FDR p-value: false discovery rate corrected p-value

**Table S3. Complete penetrance of lethality of the homozygous *Cdk8* mutation in mice.** Genotypes and number of viable offspring obtained from conditional and heterozygous crosses of the *Cdk8* mutation

*Cdk8*<sup>2lox/2lox</sup> females x *Cdk8*<sup>1lox/+</sup> Sox2-Cre males (epiblast specific *Cdk8* mutation)

|         | <i>Cdk8</i> <sup>2lox/+</sup> |   | <i>Cdk8</i> <sup>1lox/+</sup><br>Sox2-Cre |   | <i>Cdk8</i> <sup>1lox/2lox</sup> |    | <i>Cdk8</i> <sup>1lox/1lox</sup><br>Sox2-Cre |   | total |    |     |
|---------|-------------------------------|---|-------------------------------------------|---|----------------------------------|----|----------------------------------------------|---|-------|----|-----|
|         | M                             | F | M                                         | F | M                                | F  | M                                            | F | M     | F  | all |
| weaning | 6                             | 7 | 8                                         | 8 | 8                                | 10 | 0                                            | 0 | 22    | 25 | 47  |

*Cdk8*<sup>1lox/+</sup> x *Cdk8*<sup>1lox/+</sup> (heterozygous *Cdk8* cross)

|         | <i>Cdk8</i> <sup>+/+</sup> |   | <i>Cdk8</i> <sup>1lox/+</sup> |   | <i>Cdk8</i> <sup>1lox/1lox</sup> |   | total |    |     |
|---------|----------------------------|---|-------------------------------|---|----------------------------------|---|-------|----|-----|
|         | M                          | F | M                             | F | M                                | F | M     | F  | all |
| weaning | 2                          | 6 | 8                             | 8 | 0                                | 0 | 10    | 14 | 24  |

**Table S4. Analysis of *Cdk8* mutant embryo size and placental weight.** An excel workbook containing embryo numbers, embryos sizes determined by image segmentation, and placental weights used for statistical analysis in Table 1, and Fig. 4G and 4J. The p-value for deviation from Mendelian expected ratios for *Cdk8* embryos was calculated using a Chi-Square test. p-values for embryo size and placental weight differences were calculated using a two-sided t-test and are included in separate excel sheets within the workbook.

[Click here to Download Table S4](#)

## Supplementary Materials and Methods

**Data S1. Python scripts for image and statistical analysis of *Cdk8* mutant embryos and placentae.** EmbryoImage.py is a Python script that performs automated image segmentation and calculates the size of embryos in pixel from microscopy images. The script uses the scikit-image module. Embryo images, segmentation results, and sizes are included in the Dryad Digital Repository (Wutz et al., 2020). Embryos sizes were normalized to the size of the largest embryo per litter and plots (Fig. 4G) and p-values were generated using the plot\_Cdk8\_embryo\_sizes.py script. The script Cdk8\_plot\_placenta\_weight.py was used to plot placental weights of Cdk8 mutant placentae (Fig. 4J) and generate p-values. An excel workbook with the measurements and all p-values for embryo sizes and placental weights is included in Table S4.

Figure S1

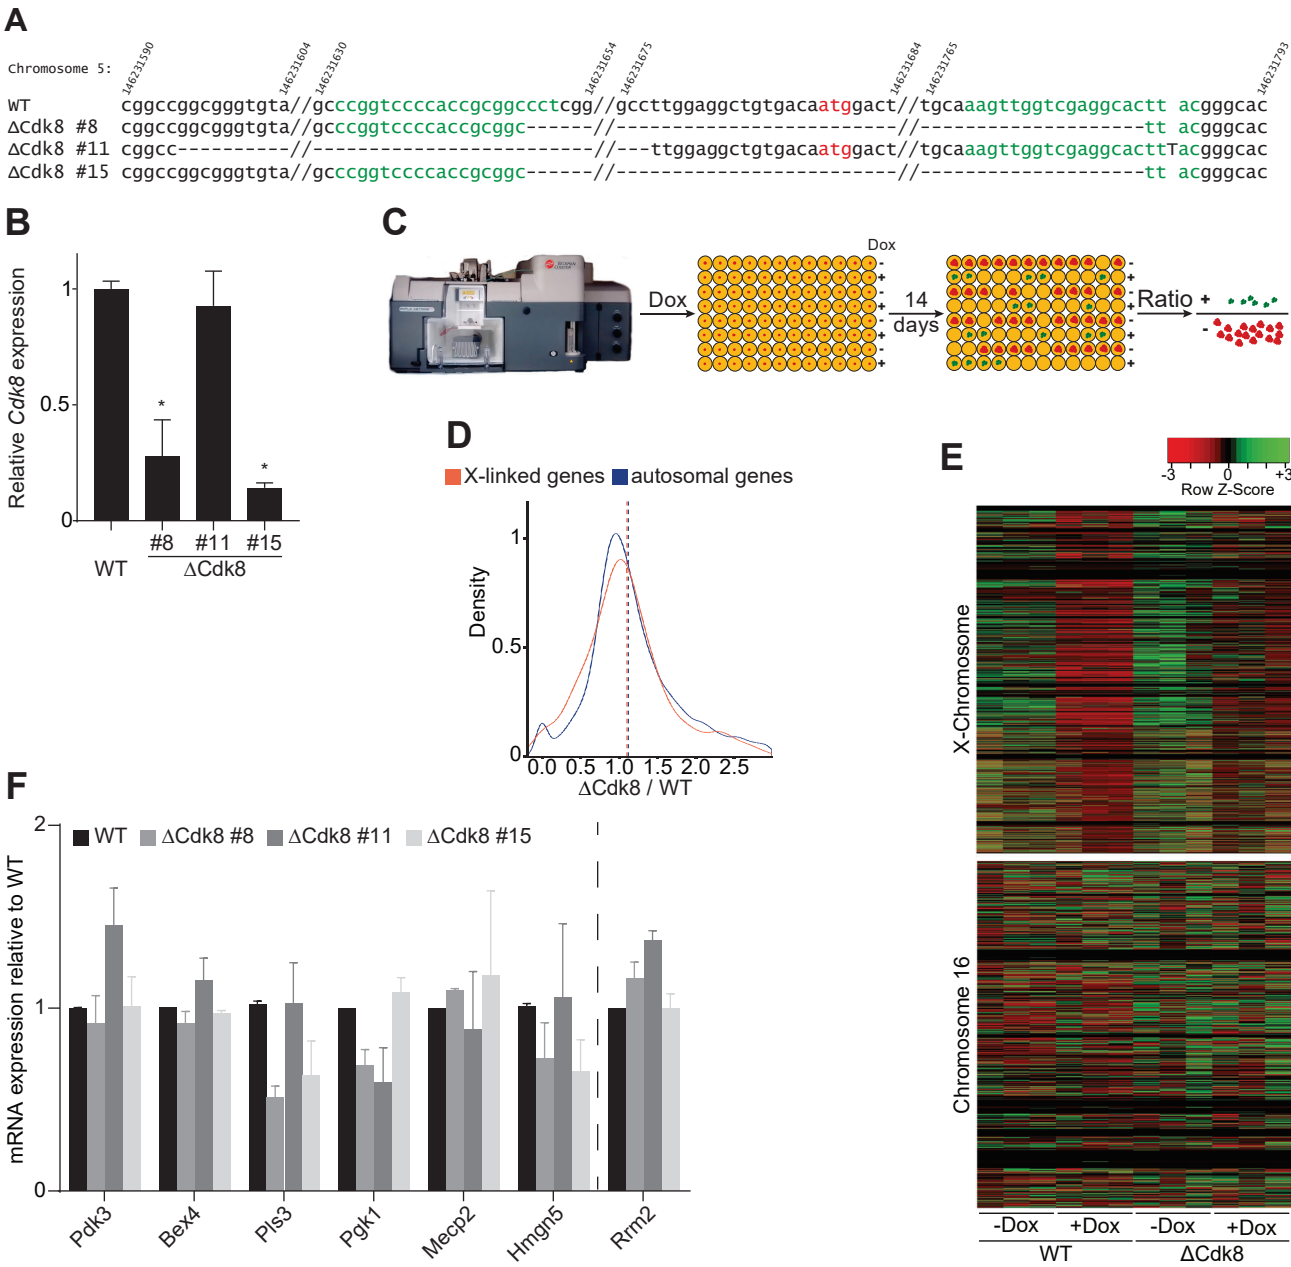

**Figure S1. Loss of *Cdk8* results in reduced X-linked gene silencing by *Xist*.** (A)

Sequencing data of the deletion fragment in  $\Delta$ Cdk8 #8, #11 and #15 cells. Numbers above indicate genomic location, green characters indicate gRNA binding sites; red characters indicate start codon, capital character indicates single base insertion. (B)

qRT-PCR validation of CRISPR/Cas9 engineered  $\Delta$ Cdk8 HATX3 cells using primers in *Cdk8* exon 2 and 3. Expression levels are normalised to *Gapdh* and relative to WT; experiments performed in triplicates; error bars represent SD; asterisk indicates significant changes relative to WT ( $P$ -value<0.05). (C) Schematic representation of

single cell survival assay to assess *Xist* function. Single cells were sorted into 96-well plates with ESC medium containing Doxycycline to induce *Xist* expression (+) or without Doxycycline (-). Colonies in the presence of Dox (+) were quantified relative to control conditions (-).

(D) RNAseq data representation of gene expression ratio of  $\Delta$ Cdk8 cells relative to WT in untreated conditions. The ratio of X-linked (red curve) and autosomal (blue curve) gene expression is shown; dashed lines indicate median values. (E) Heatmap of TPM normalised RNAseq expression values without clustering

for WT and  $\Delta$ Cdk8 replicates after 48 hours of *Xist* expression and in control conditions for the X-chromosome (top), and chromosome 16 (bottom, as control) are shown. Relative expression is color coded in green (high expression) to red (low expression).

Heatmaps were generated by [www.heatmapper.ca](http://www.heatmapper.ca). (F) Expression levels of X-linked genes in  $\Delta$ Cdk8 cells compared with WT cells in untreated conditions; *Rrm2* serves as autosomal control; normalised to *Gapdh* and relative to WT; experiments performed in triplicates; error bars represent SD.

Figure S2

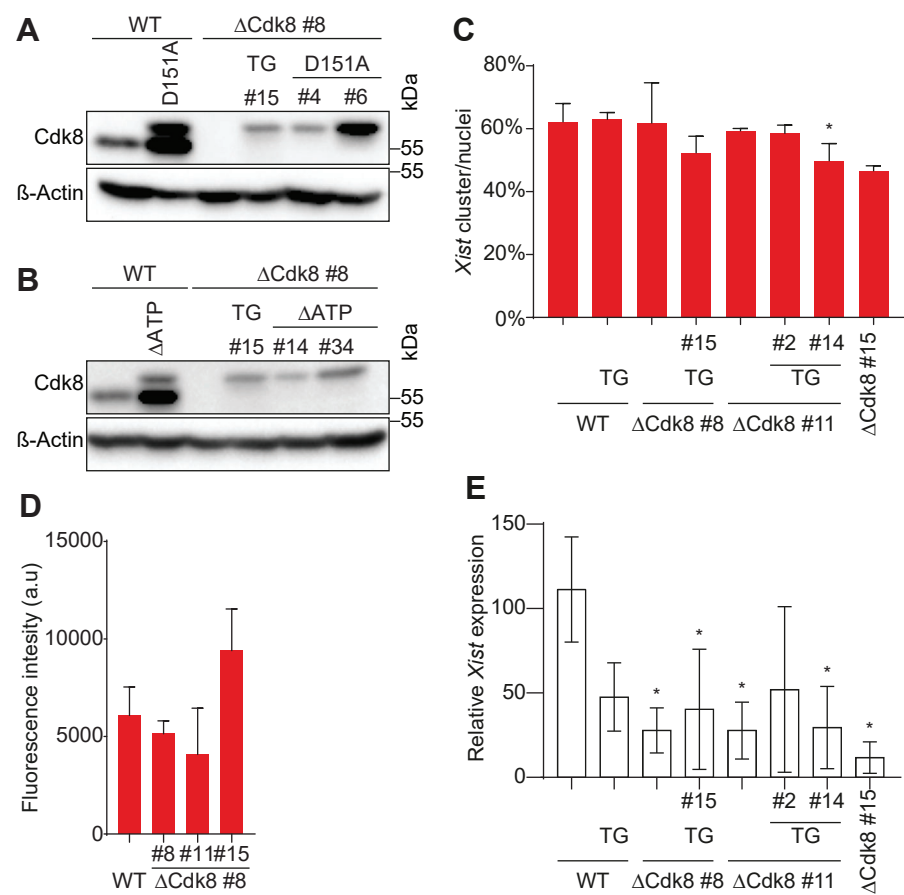

**Figure S2. *Cdk8* acts downstream of *Xist*.** (A-B) Immunoblot confirming expression of (A) *Cdk8* D151A and (B)  $\Delta$ ATP mutant transgene in  $\Delta$ *Cdk8* #8 and WT ESCs, respectively;  $\beta$ -Actin: loading control. (C) Quantification of *Xist* clusters from RNA FISH after 24 hours of *Xist* expression in  $\Delta$ *Cdk8* and WT *Cdk8* transgene complemented  $\Delta$ *Cdk8* ESCs. Percentage relative to counted nuclei are shown (>100 counted); experiment performed in triplicates; asterisk indicates significant change relative to WT ( $P$ -value<0.05). (D) Quantification of fluorescence intensity of *Xist* clusters from RNA FISH (>100 cluster measured); experiments performed in triplicates; error bars represent SD. (E) qRT-PCR analysis of *Xist* expression in  $\Delta$ *Cdk8* and WT *Cdk8* transgene complemented  $\Delta$ *Cdk8* cells; expression levels normalised to *Gapdh* and relative to uninduced conditions; asterisk indicates significant changes relative to WT ( $P$ -value<0.05).

Figure S3

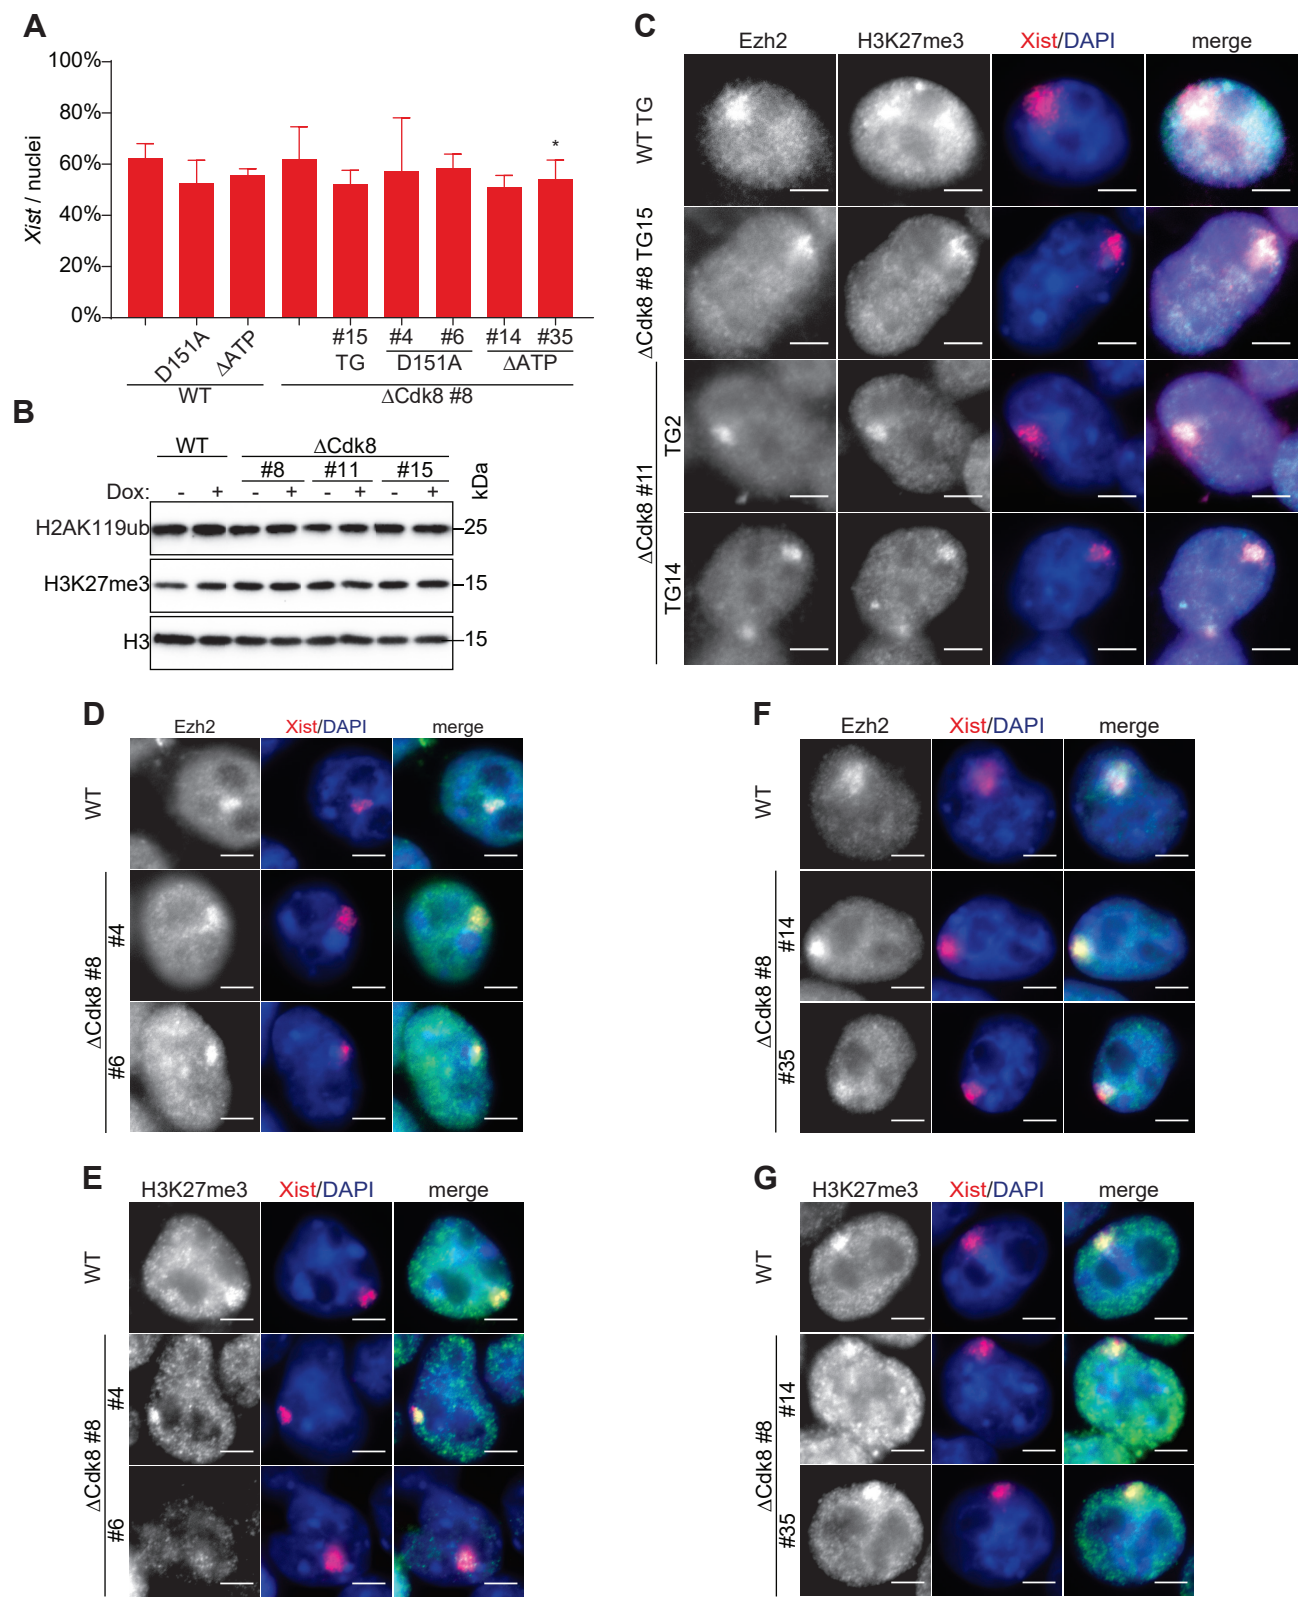

**Figure S3. *Cdk8* is required downstream of *Xist* for recruitment of PRC2. (A)**

Quantification of *Xist* clusters from RNA FISH after 24 hours of *Xist* expression in D151A and  $\Delta$ ATP mutant transgene complemented  $\Delta$ Cdk8 cells. Percentage relative to counted nuclei (>100 counted); experiments performed in triplicates; asterisk indicates significant change relative to WT ( $P$ -value<0.05). **(B)** Immunoblot showing H2AK119ub (top) and H3K27me3 (middle) in  $\Delta$ Cdk8 cells in presence of absence of Dox; Histone H3 (bottom) is used as loading control. **(C-G)** Combined PRC2 immunofluorescence with *Xist* RNA FISH (red) for **(C)** *Cdk8* WT transgene, **(D-E)** *Cdk8* D151A mutant transgene, and **(F-G)** *Cdk8*  $\Delta$ ATP mutant transgene complemented  $\Delta$ Cdk8 cells. DNA was stained with DAPI (blue). Scale bar: 5 $\mu$ m.

A

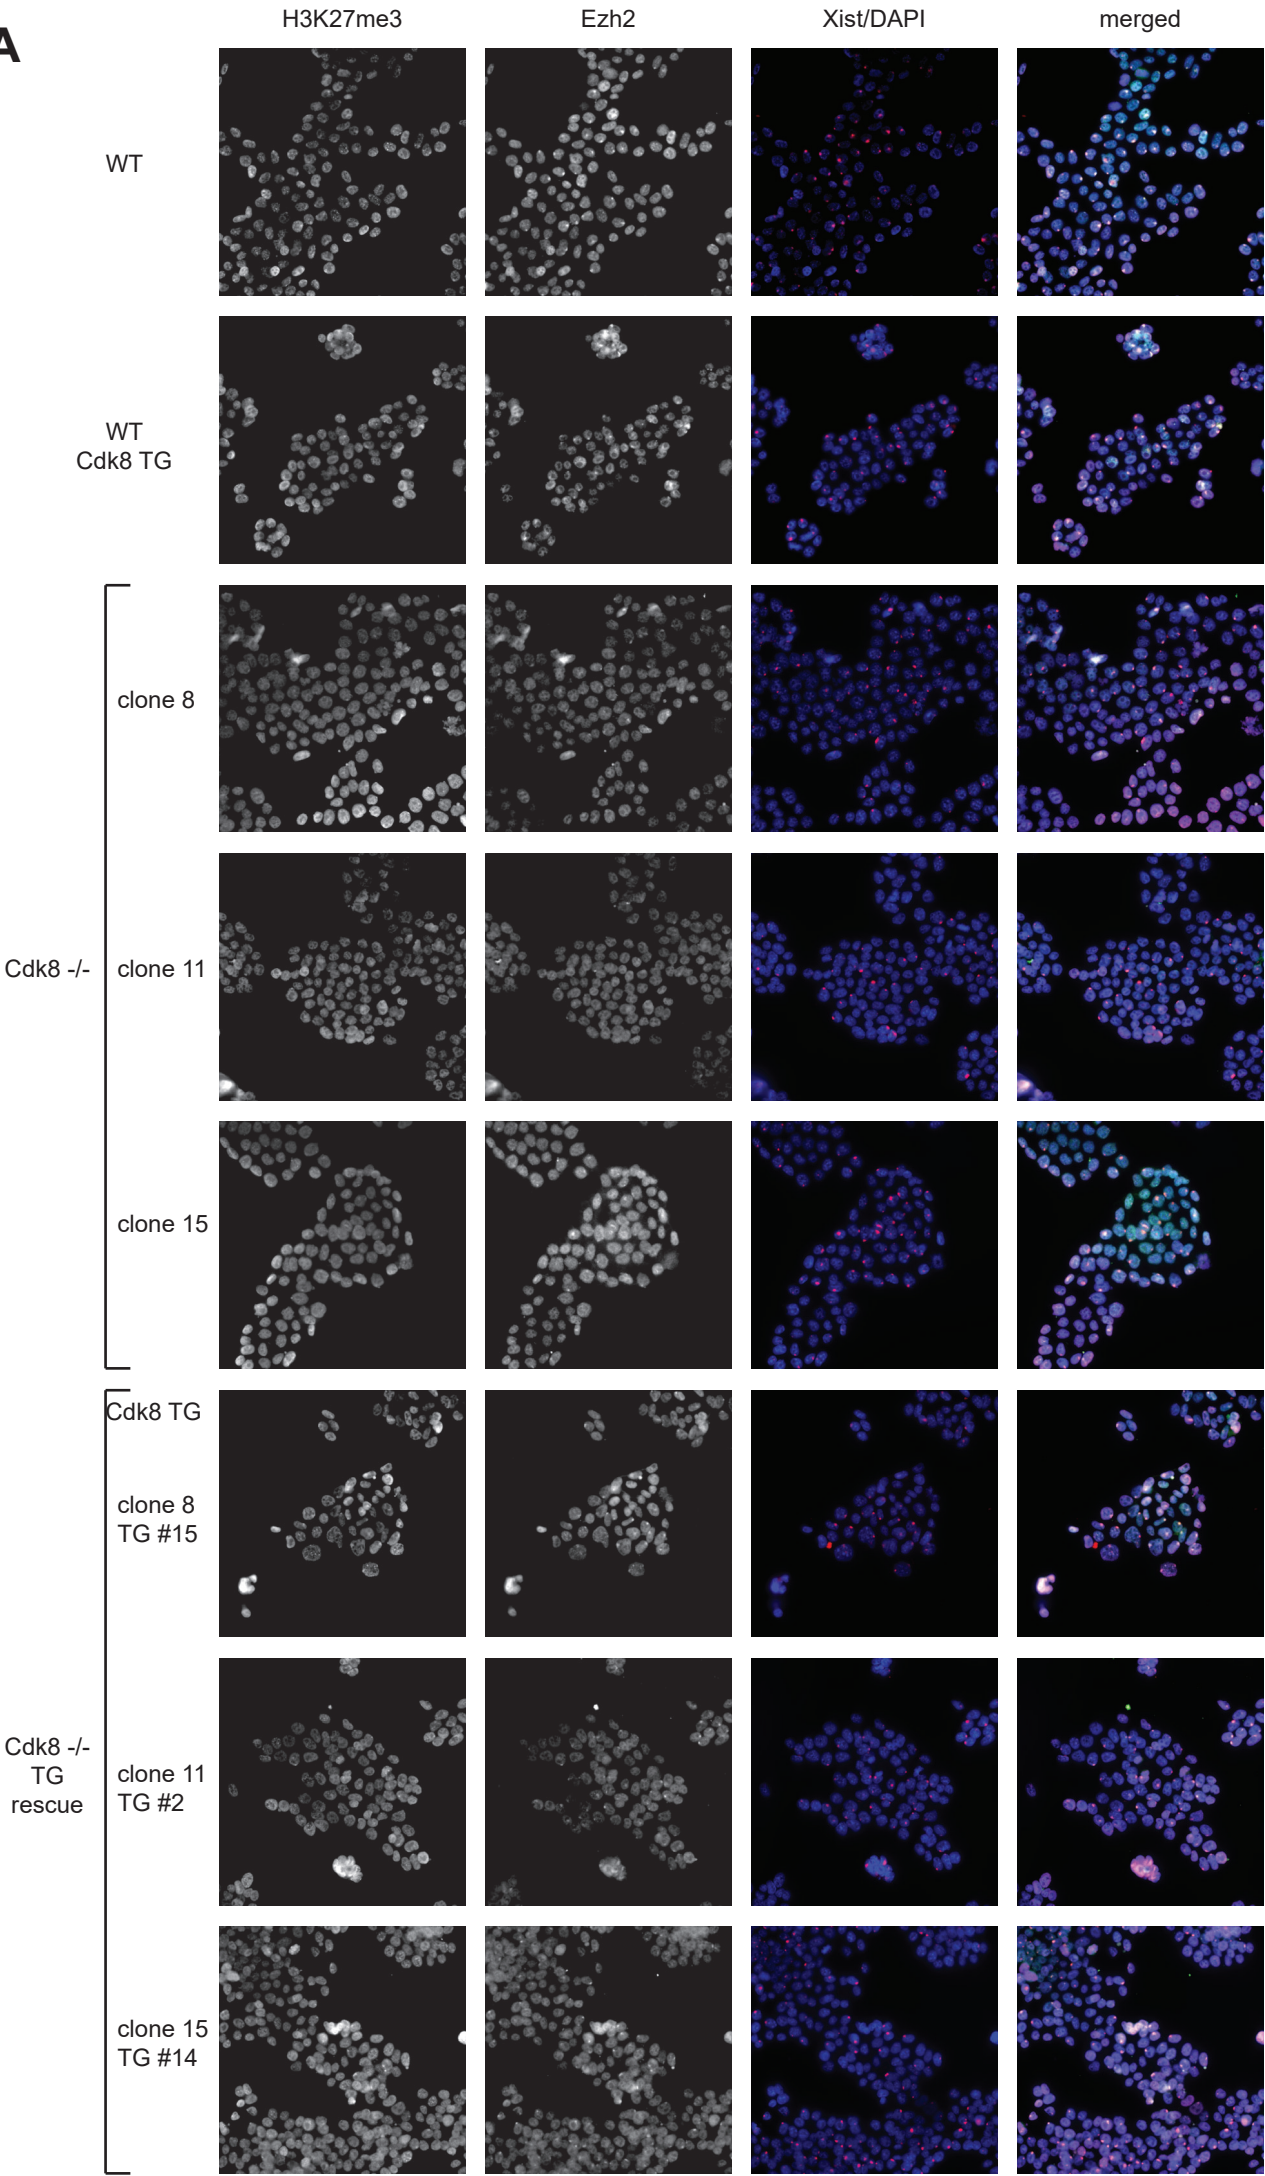

Figure S4

**B**

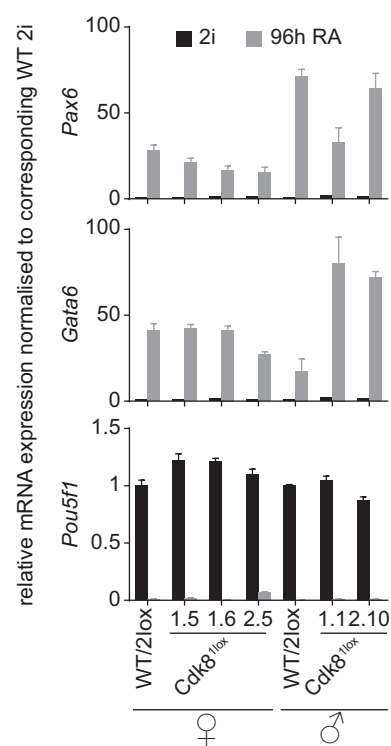

**C**

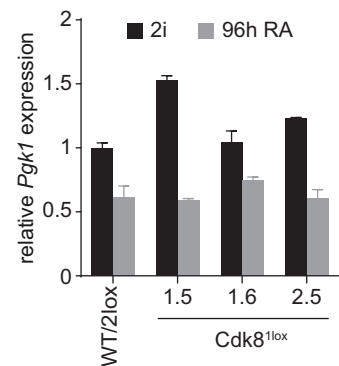

**D**

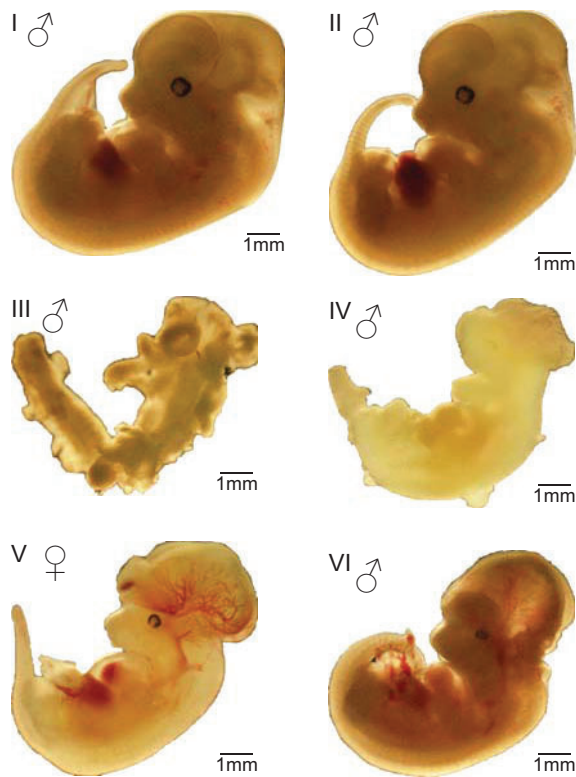

**E**

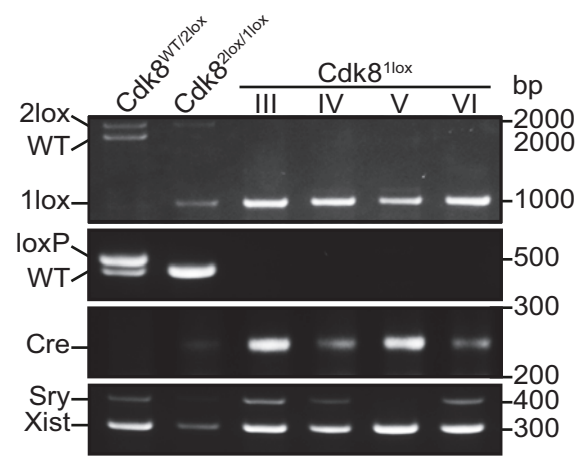

**Figure S4. *Cdk8* is required for efficient recruitment of PRC2. (A)** Combined Ezh2 and H3K27me3 immunofluorescence (green), and *Xist* RNA FISH (red) images of wildtype, *Cdk8* mutant, and rescued ESCs as indicated. A large field of view with several cells of individual channels and a merged image are shown for overview. DNA stained with DAPI (blue). **(B,C)** qRT-PCR expression analysis of RA induced differentiation in homozygous *Cdk8*<sup>1lox</sup> mutant and control wild type female ESCs. **(B)** Expression of *Pax6* (top), *Gata6* (middle), and *Pou5f1* (bottom) normalised to *Gapdh* and relative to WT levels is shown for undifferentiated ESCs in 2i medium (black bars) and after 96h RA differentiation (grey bars); experiment performed in triplicates; error bars represent SD. **(C)** *Pgk1* repression in 2i conditions (black bars), and after 96h RA differentiation (gray bars) normalised to *Gapdh* and relative to WT; experiment performed in triplicates; error bars represent SD. **(D)** Representative pictures of E12.5 embryos, scale bar: 1mm; I: *Cdk8*<sup>WT/2lox</sup>, II: *Cdk8*<sup>WT/2lox</sup> Sox2-Cre embryos carry a heterozygous, and III-VI: *Cdk8*<sup>1lox/1lox</sup> Sox2-Cre embryos carry a homozygous *Cdk8* mutation. **(E)** PCR analysis of genotypes of embryos in panel D. Deletion PCR (top): 1lox, 2lox, and WT product sizes as indicated; (below) integration of the loxP site of *Cdk8*<sup>2lox</sup> and WT product sizes as indicated; (below) Cre recombinase transgene PCR; Sex specific PCR (bottom): Sry, and *Xist* product sizes as indicated.

Figure S5

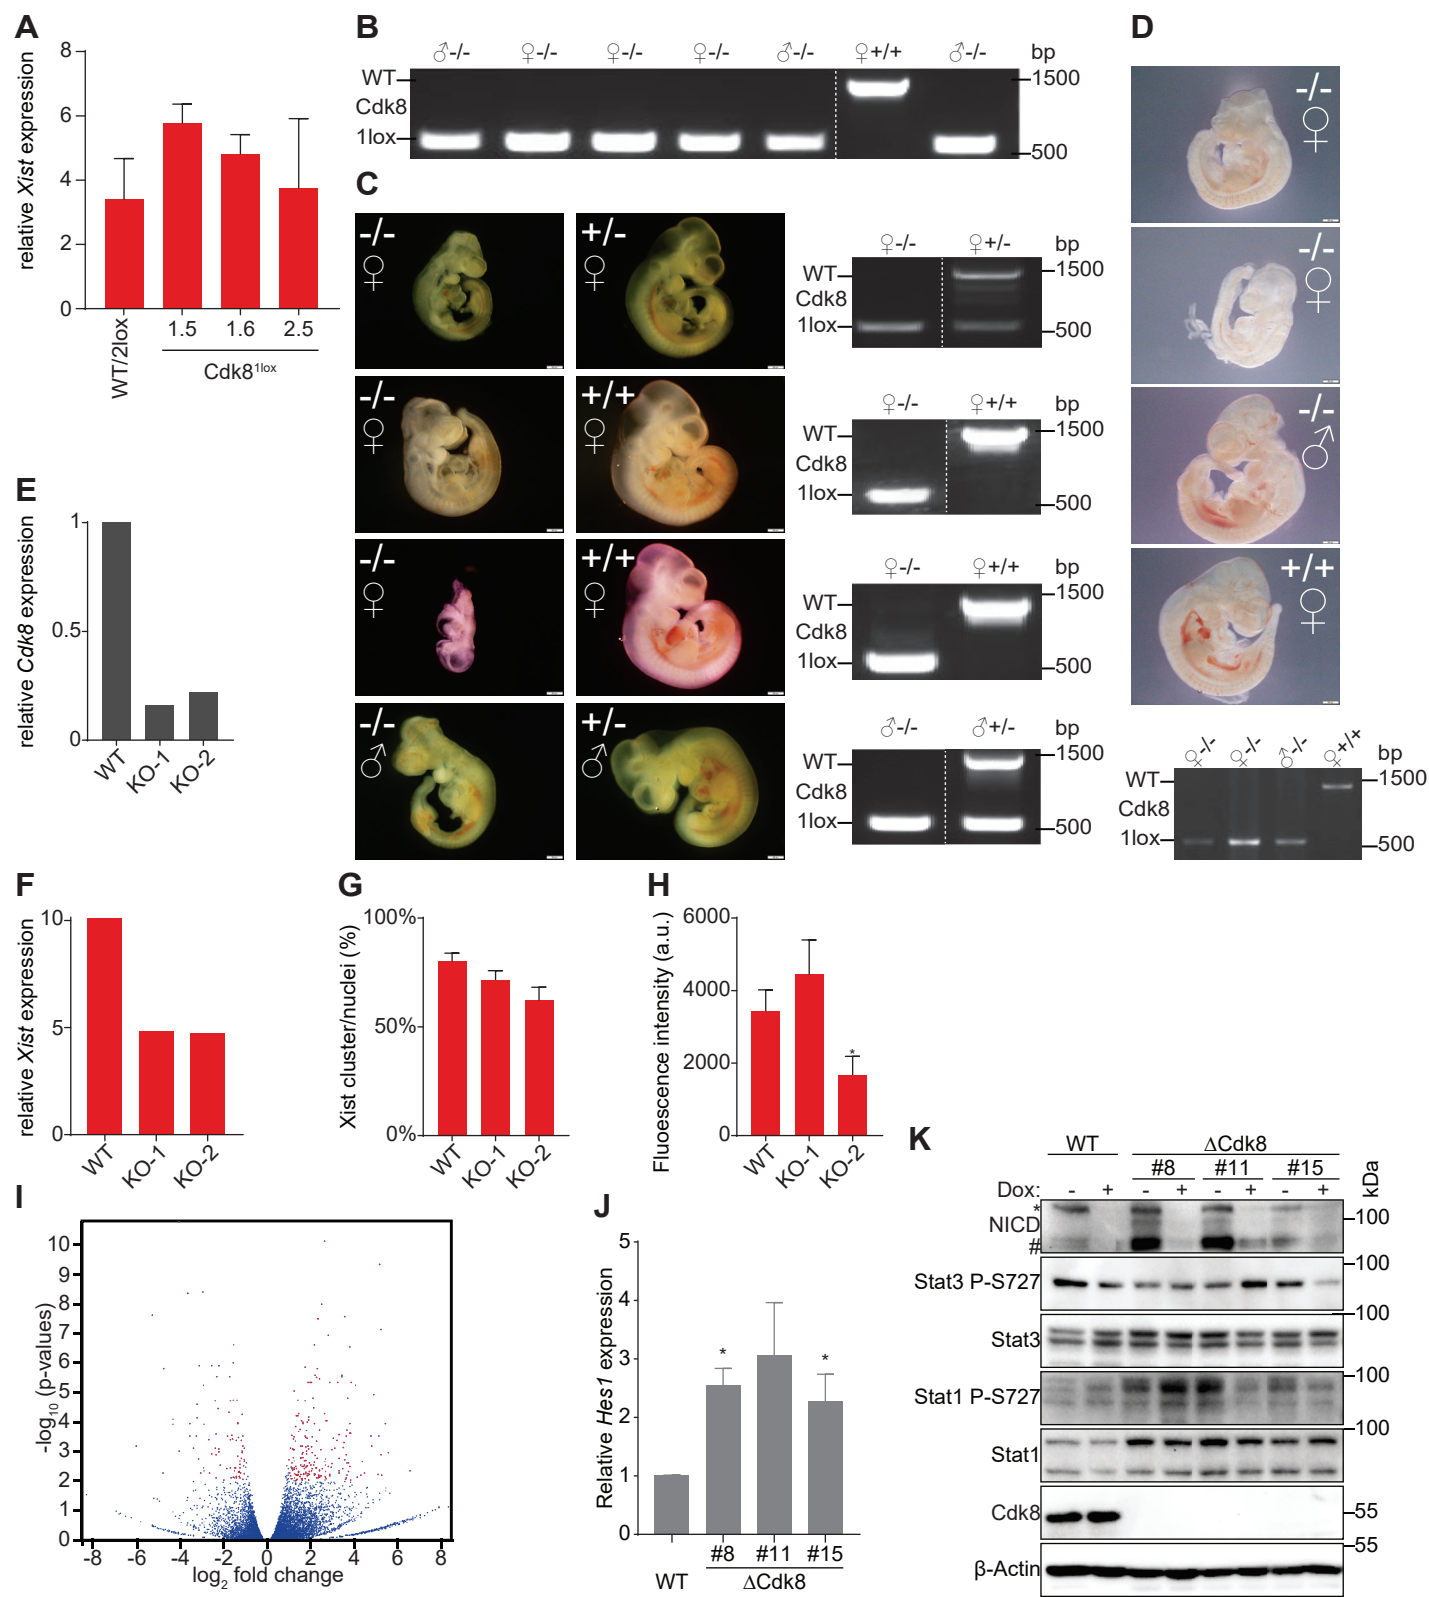

**Figure S5. *Cdk8* contributes to the initiation of XCI. (A)** *Xist* expression in *Cdk8*<sup>1lox</sup> ES cells; normalised to *Gapdh* and relative to 2i conditions; experiment performed in triplicates; error bars represent SD. **(B)** Gel images from *Cdk8* PCR genotyping of embryos shown in Fig. 4F with WT (upper) and 1lox fragments (lower); horizontal white dashed line indicates cropped image. **(C)** Images of homozygous *Cdk8*<sup>1lox/1lox</sup> mutant embryos (left) with corresponding wildtype *Cdk8*<sup>+/+</sup> or heterozygous *Cdk8*<sup>+/-</sup> control embryos (right) from the same litter; scale bar 500µm. PCR validation of *Cdk8*<sup>1lox/1lox</sup> genotype; upper band represents wild type DNA, lower band represents deletion band; horizontal white dashed line indicates cropped image. **(D)** Representative images of E10.5 embryos used for MEF derivation. Two *Cdk8*<sup>1lox/1lox</sup> female (top), one *Cdk8*<sup>1lox/1lox</sup> male (below), and one *Cdk8*<sup>+/+</sup> female (bottom) embryo are shown; scale bar represents 500µm. **(E-F)** qRT-PCR analysis of **(E)** *Cdk8* and **(F)** *Xist* expression in female primary mouse embryonic fibroblasts derived from E10.5 *Cdk8*<sup>1lox/1lox</sup> embryos; normalised to *Gapdh* and relative to female wildtype MEF; experiment performed once. **(G)** Quantification of *Xist* clusters from RNA FISH analysis. Percentages are relative to counted nuclei (>100 counted); experiment performed in triplicates; error bars represent SD. **(H)** *Xist* RNA FISH intensity quantification; >100 cluster measured; experiments performed in triplicates; error bars represent SD; asterisk indicates significant change relative to WT (*P*-value<0.05). **(I)** Volcano blot showing differentially expressed genes in Δ*Cdk8* relative to WT ESCs. Significantly deregulated genes (red) are defined by a two-fold change, and FDR *P*-value<0.01. **(J)** *Hes1* expression in WT and Δ*Cdk8* ESCs normalised to *Gapdh* and relative to WT expression levels; experiments performed in triplicates; error bars represent SD; asterisk indicates significant changes relative to WT (*P*-value<0.05). **(K)** Immunoblot for known *Cdk8* targets; from top: NICD: Notch intracellular domain (#: NICD, \*: Notch transmembrane domain); Stat3 P-S727: phosphorylated Stat3 serine727; Stat3: total Stat3; Stat1 P-S727: phosphorylated Stat1 serine727; Stat1: total Stat1; *Cdk8*: confirmation of *Cdk8* depletion, β-Actin: loading control.

Figure S6

Summary of Cdk8 mutant embryos

| Litter | A                                                                                   | D                                                                                   | G                                                                                                                                                                                                                                                                 | H                                                                                   | Q                                                                                   | R                                                                                                                                                                          | S                                                                                                                                                                          | T                                                                                                                                                                                                                                                              | U                                                                                                                                                                                                                                                           | V                                                                                 | W                                                                                                                                                                                                                                                           | X                                                                                                                                                                      | Y                                                                                                                                                                        |
|--------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ♂      |                                                                                     |                                                                                     | 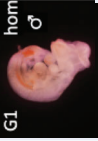<br>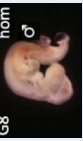                                                                                      |                                                                                     | 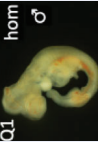 | 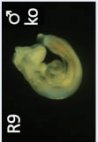                                                                                        | 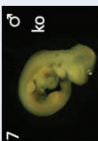                                                                                        |                                                                                                                                                                                                                                                                |                                                                                                                                                                                                                                                             |                                                                                   |                                                                                                                                                                                                                                                             | 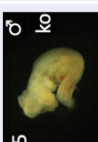                                                                                      | 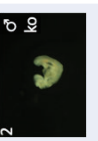<br>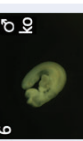 |

**Figure S6. Summary of *Cdk8* mutant embryos.** Overview of microscopy images of homozygous *Cdk8* mutant embryos organized according to litters and separated according to sex. These images were used together with images of littermates for image segmentation and statistical analysis of embryo sizes in Fig. 4G.

Figure S7

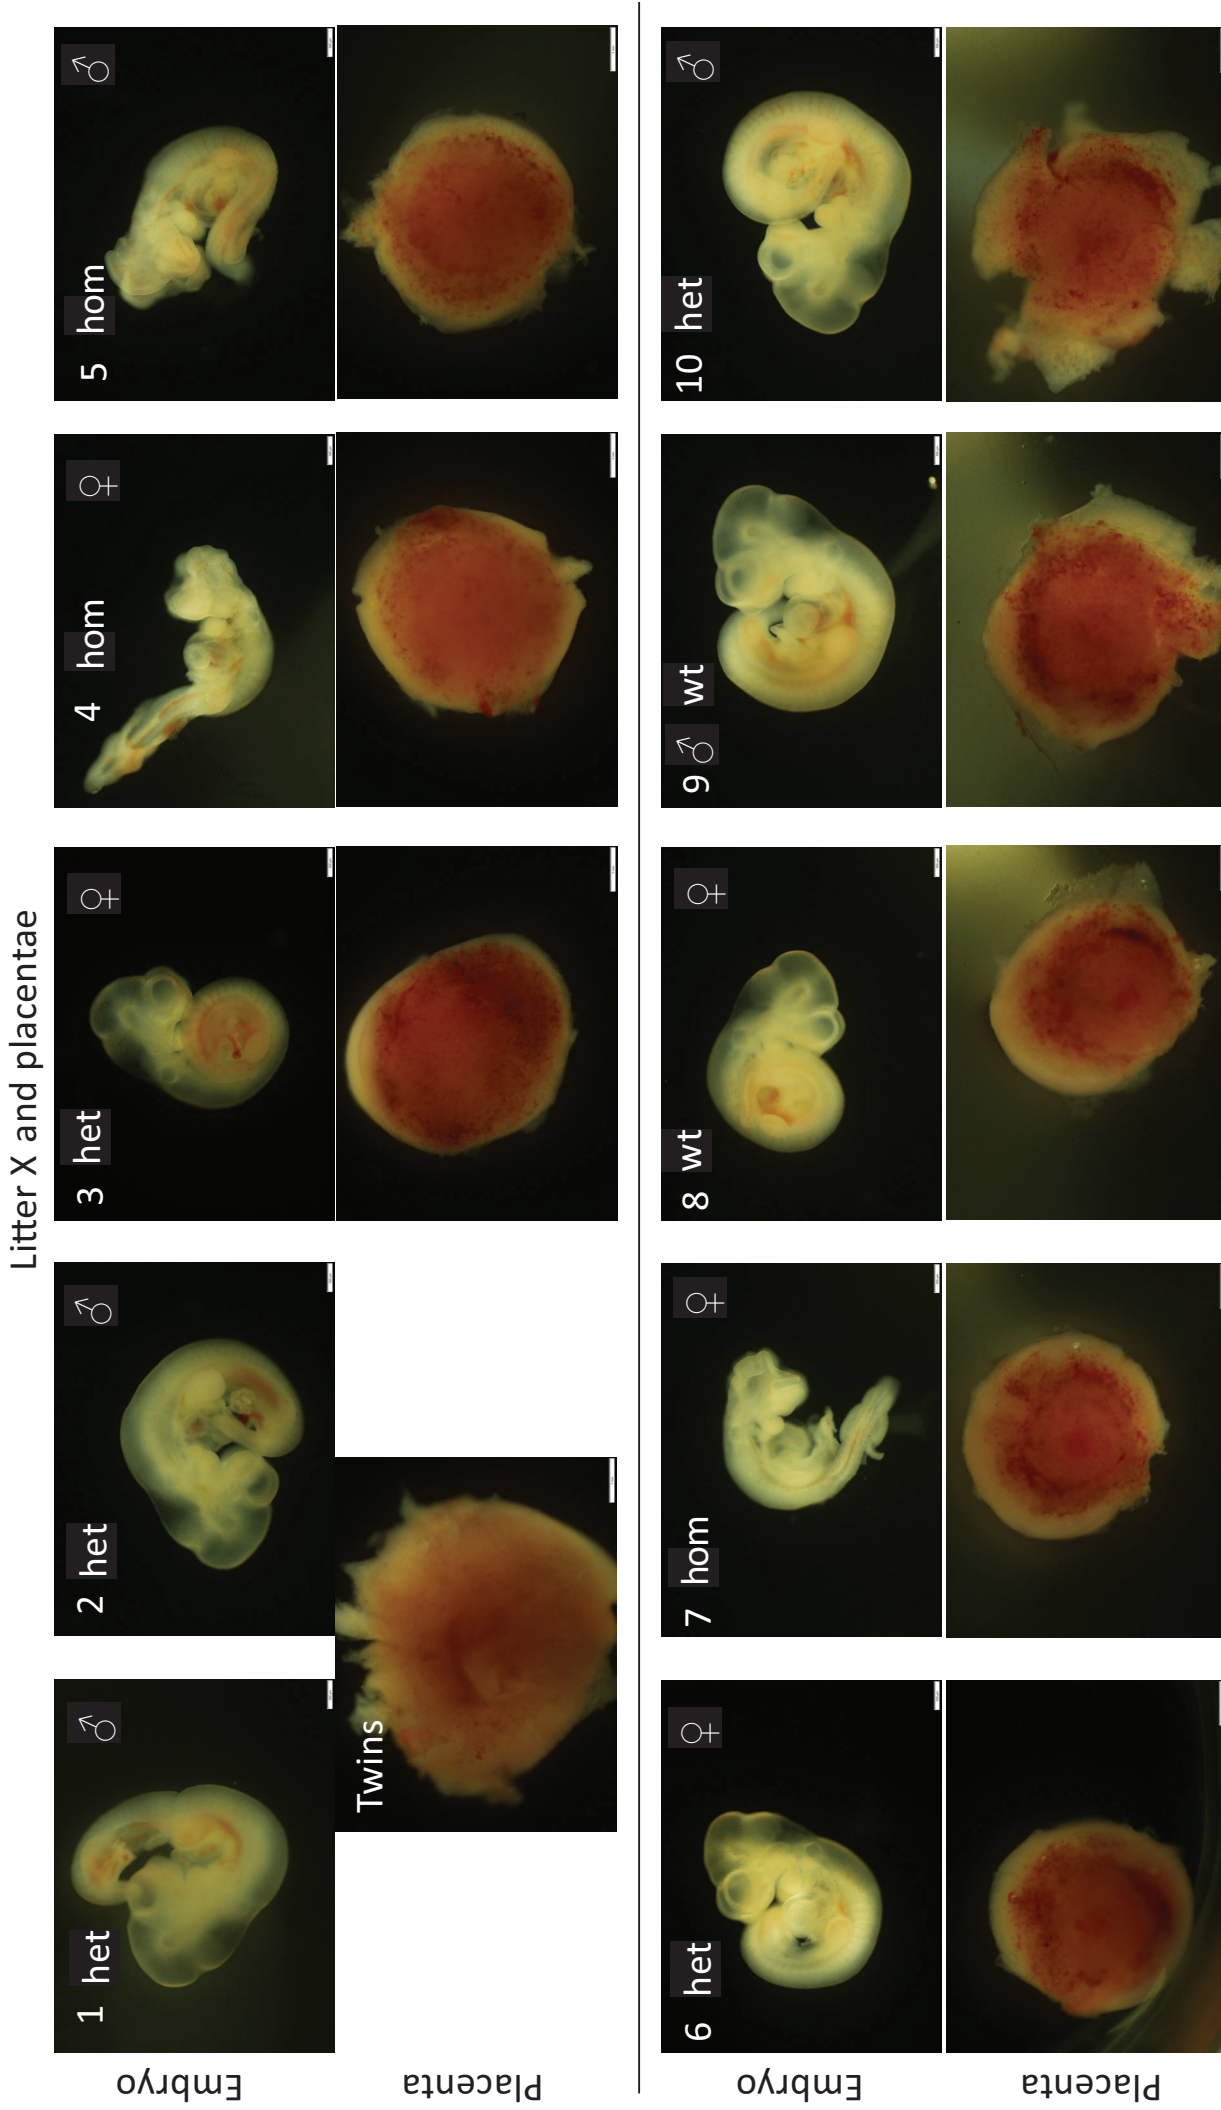

**Figure S7. Microscopy images of *Cdk8* mutant embryos and placentae.** Images of embryos (scale bar : 500  $\mu$ m) and their placentae (scale bar : 1mm) are shown for litter X. Genotypes and sex of the embryos is indicated. Note that embryo 1 and 2 were twinned and shared one placenta.

How the deposited data were processed for this re-analysis (not part of the article)

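RNA of 12 libraries was analysed, from wild-type HATX3 ESCs (replicates 1, 2 and 3) and ΔCdk8 clones 8, 11 and 15, each in uninduced conditions and after 48 h with 1 µg/ml doxycycline. The condition, replicate number and clone of each library were taken from the study's sample descriptions. The pairing of an induced with an uninduced library comes from the replicate and clone numbers in the sample titles. Neither the titles nor the paper says whether wild-type samples of the same number came from the same culture.

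The authors aligned the reads to the Ensembl GRCm38 reference in the CLC Genomics Workbench without adapter trimming and deposited 1 table of 25759 genes per library, with replicates not pooled. The deposited counts are raw reads per gene, given for all reads and for uniquely mapped reads on genes, exons, introns and exon junctions. The authors also gave TPM values, which were checked to be exon reads over exon length scaled per library. The RPKM values that the authors deposited were not used here. The deposited fraction columns give unique over total exon reads and intron over total gene reads, and were not used in the tests. Of the genes listed, 21963 are protein-coding, and Xist is not among the others. An exon length of 0 is listed for 3715 genes.

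Between 22170087 and 60798578 reads per library were counted on genes. Reads on introns made up 4.77% to 7.59% of them, uniquely mapped reads 92.7% to 94.1%, and the gene with the most reads 1.05% to 1.58%. With 3 samples per group, an exact permutation test cannot give a two-sided p below 0.1.

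Residual expression and the baseline ratio were computed from TPM with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, over genes with a mean TPM of at least 1 in uninduced samples. Figures were drawn with matplotlib 3.10.9. Gene-level tests used total gene reads in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, quasi-likelihood F test, Benjamini-Hochberg adjustment). A gene passed with a fold change above 2 and an adjusted p under 0.01. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The comparisons were induced with uninduced samples in each genotype, the interaction of genotype and induction over all 12 libraries, and ΔCdk8 with wild-type samples in uninduced conditions. All p-values are two-sided.

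Before the data were examined, the sample grouping, the tests and these alternatives were set. They were DESeq2 1.42.0, TMM over autosomal genes, no filter other than 1 count, a mean of at least 10 counts, unique reads, an adjusted p under 0.05 without a fold change minimum, all 12 samples in 1 fit, the replicate number as a block for the counts of genes, leaving out each replicate, and other gene choices and averages for residual expression. Exon reads, and the block for single genes, were added after seeing the data. The genes named in the text were chosen by a rule set at the same time. They are the genes the paper names for the RNAseq or qRT-PCR data, and for each comparison up to 5 genes per direction with the largest change among those past the threshold whose samples separate the groups. Some genes chosen by the rule are left out of the text. For a gene list, the rule adds its members past the threshold and the member with the largest change. The gene lists were written from general knowledge after reading the paper's supplementary tables and before the data were examined.

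The steps were tested on simulated data. Among 200 genes given a fold change of 4 at a dispersion of 0.05, edgeR recovered 98.0% in the wild-type design, 96.0% in the ΔCdk8 design, 98.5% in the uninduced comparison and 80.0% in the interaction. DESeq2 recovered 95.0%, 93.0%, 96.0% and 79.5% in the same designs. Both tools made between 1 and 4 false calls per design. Simulated residual expression of 0.5 was returned as 0.486 in wild-type and 0.488 in ΔCdk8 libraries. The common dispersion of the data was 0.0857 in wild-type and 0.142 in ΔCdk8 libraries, above the simulated one, so that smaller shares would be recovered from the data themselves.

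Raw reads were not analysed here. Xist levels, DNA copy number and the qRT-PCR, imaging and chromatin data of the paper were not examined.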

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

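The tests of chromosome-wide shifts, and those that involve Trp53 or chromosome 3, were chosen only after the results were seen; the other tests in this part were set before.

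The effect of Xist induction on X-linked genes differed between the genotypes. With the replicate number or clone as a block, the interaction gave 92 X-linked genes repressed less in ΔCdk8 than in wild-type cells and 0 repressed more. Samples of the same number shared their deviations (mean correlation 0.664 in wild-type and 0.905 in ΔCdk8 cells), which is what a block removes. Without the block 0 X-linked genes passed, with 215 at an unadjusted p under 0.05, and 10 of the 10 splits of the 6 replicates and clones gave as many, which is fixed by the count of 0. Several technical explanations were tested on the difference in median residual expression, 0.275 over all reads. After every library was thinned to 22170087 reads the difference was 0.284, so a difference in depth is not its source. A loss of X chromosomes in a clone would lower its X-linked expression before induction, and the lowest X-linked to autosomal ratio of a clone was 0.960. A share of cells that do not respond to doxycycline would leave, apart from noise, a larger excess at genes with lower residual expression in wild-type cells. What was left per gene after such a share was fitted to each clone was correlated between clones over 301 genes. The mean rank correlation was 0.475 and the lowest pair 0.333, and the 95% range of 200 simulations of such a mixture ended at 0.123. The simulations drew noise independently for induced and uninduced libraries, whereas those of the same clone shared their deviations. Their range may therefore be too low. The test cannot exclude a mixture, either as the sole source or beside gene-specific repression. The deposited tables do not list Xist, so a lower level of Xist in ΔCdk8 cells was not tested here. The paper reports more Xist by RT-PCR in wild-type than in mutant or complemented cells, similar amounts of Xist in the clusters of wild-type and ΔCdk8 cells by RNA FISH (Fig. S2D), and a restored effect of Xist on survival in complemented cells (Fig. 2B). The library labelled clone 11, which differs from the others in Trp53 and chromosome 3 (below), had a median 0.0274 above the mean of the libraries labelled clone 8 and 15, whereas a source found only in those libraries would predict a lower value in clone 11. The shift of chromosome 14 (below) was seen in all 3 clones and cannot be separated from the mutation.

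Several chromosomes shifted as a whole in uninduced ΔCdk8 libraries, a signal in genes the paper does not discuss. The median log2 ratio to wild-type cells was 0.46, 0.57 and 0.58 on chromosome 14 in the libraries labelled clone 8, 11 and 15. On chromosome 3 it was 0.50 in clone 8 and 0.63 in the library labelled clone 15, and on chromosome 6 it was −0.55 in clone 11. The largest shift of an autosome in a wild-type library was 0.16. Random lists of genes matched on expression did not reach the chromosome 14 median (percentile 100), nor did lists matched on GC content and exon length (percentile 100). With each chromosome divided into 5 parts of equal gene number, each part of chromosome 3 in clones 8 and 15 was at least 0.41, and each part of chromosome 6 in clone 11 was at most −0.47, in both uninduced and induced libraries. A gain of chromosome 3 and a lower copy number of chromosome 6 are therefore candidate explanations. The median ratio to wild-type cells on chromosome 6 was 0.684 in uninduced clone 11. Loss of a single copy from a diploid set in every cell would give a larger fall. On chromosome 14 each part was at least 0.51 in the libraries of clone 11, so a gain is a candidate there too. The lowest part was 0.34 in clone 8 and 0.14 in the induced library labelled clone 15, where the shift was less even. In the library labelled clone 15, the first of the 5 parts of chromosome 6 was also low, at −0.55 uninduced and −0.35 induced. DNA was not examined, and no biological explanation other than copy number was tested. With DESeq2, 61 of the 263 genes increased in uninduced ΔCdk8 cells lie on chromosome 14 and 26 on chromosome 3, and 28 of the 119 decreased genes lie on chromosome 6, so a part of these counts may follow from the shifts.

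Intron reads, which the paper does not analyse, gave a signal of X-linked repression. Over 341 X-linked genes the median residual expression on intron reads was 0.376±0.0309 (mean±s.d., n = 3) in wild-type and 0.642±0.0147 (s.d., n = 3) in ΔCdk8 cells. If stable mature RNA made up what was left, introns would show lower values than exons. In wild-type cells the intron value was 0.0132 above the exon value of the same genes, less than the s.d., and in replicate 1 it was below it (0.377 against 0.380). In ΔCdk8 cells the exon value was 0.635±0.0267 (s.d., n = 3), and in clone 11 the intron value was again the lower (0.643 against 0.666). With reads summed over the genes, introns were above exons in each of the 6 pairs of libraries, at 0.489 against 0.455 in wild-type and 0.717 against 0.682 in ΔCdk8 cells (means, n = 3). The intron values of the genotypes differed by 0.266. As a hypothesis, transcription itself may be less reduced in ΔCdk8 cells. Retained introns and incompletely spliced RNA in a polyA selection were not tested.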

How the results depend on the processing

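Exon reads and the block for single genes were chosen after seeing the data, unlike the other alternatives, and the cause was not tested for any change below.

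Among 17 results, 129 of 179 alternatives were counted as leaving the value unchanged and 50 as moving it. The limits behind these counts are not given here, so the comparison rests on the values below. Wild-type residual expression of X-linked genes stayed below that of ΔCdk8 cells in every setting that was run for both. With genes of any TPM above 0 it was 0.261 and 0.557, with every annotated gene 0.0645 and 0.355, with a mean TPM of at least 5 0.353 and 0.627, and as a ratio of summed TPM 0.443 and 0.677. The mean of gene ratios in wild-type cells was 0.379. Autosomal values in wild-type cells were 0.98 with any TPM above 0, 0.716 with every annotated gene and 1.12 as a mean of ratios; in ΔCdk8 cells the last of these settings gave 1.01 and every annotated gene gave 0.832. The spread between X-linked genes with a mean TPM of at least 5 was 1.08 in wild-type and 0.46 in ΔCdk8 cells.

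Counts of genes depended more on the test. With an adjusted p under 0.05 and no fold change minimum, 274 X-linked genes decreased and 251 autosomal genes increased and 114 decreased in wild-type cells. With DESeq2 and the paper's threshold, 297 X-linked genes decreased and 222 autosomal genes increased and 144 decreased in wild-type cells. In ΔCdk8 cells 26 X-linked and 10 autosomal genes decreased, and the interaction gave 26. The uninduced comparison gave 263 increased and 119 decreased genes, and 3 polycomb and chromatin genes passed. The paper's threshold also applies to the gene counts below. The replicate block, which removes the deviations that paired samples shared (pairing correlation 0.664 and 0.905), gave 251, 206 and 96 in wild-type cells. In ΔCdk8 cells it gave 128 X-linked genes decreased and 20 autosomal genes increased and 60 decreased, and the interaction gave 92. All 12 samples in 1 fit gave 3 increased and 2 decreased genes in uninduced cells. Exon reads gave 4 decreased autosomal genes in wild-type cells.

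Across the 3 fits that each left out 1 wild-type replicate, 0 to 245 X-linked genes decreased, 0 to 193 autosomal genes increased and 0 to 128 decreased, and without replicate 2 or 3 the counts were 0. Across the 6 fits of the uninduced comparison, 0 to 1 genes increased and 0 to 2 decreased. Residual expression with 1 replicate left out was 0.310 to 0.336 (X-linked) and 0.991 to 1.01 (autosomal) in wild-type cells, and 0.581 to 0.602 and 0.9751 to 0.992 in ΔCdk8 cells. The baseline ratio was 0.965 to 1.00.

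Of 440 values of named genes, 372 kept their direction and side of the threshold, 28 were weaker, 17 stronger and 23 reversed. Of the weaker values, 13 came without wild-type replicate 2, 13 without replicate 3 and 2 from all 12 samples in 1 fit. Of the stronger values, 10 came from the replicate block, 6 from DESeq2 and 1 without wild-type replicate 1. The reversed log2 values, most of them small or of genes with few reads, were as follows, with the range over the fits that each left out 1 replicate. For induction in ΔCdk8 cells, Cdk8 ranged from −0.21 to 0.25 and Cdk19 from −0.16 to 0.18, with −0.0065 for Cdk19 in DESeq2 and −0.0091 in 1 fit of all 12 samples. Zscan4-ps3 ranged from −0.23 to 0.36, with 0.046 under the block, and Zscan4b from −1.18 to 0.71. For the difference in induction between genotypes, Rrm2 ranged from −0.071 to 0.040, with −0.011 in DESeq2 and −0.0077 under the block, and Zscan4-ps1 from −3.33 to 3.21, with −0.13 under the block. The ranges of the others were −0.082 to 3.89 (Zscan4b), −0.89 to 4.94 (Zscan4c), −0.26 to 3.62 (Zscan4d), −3.88 to 0.053 (Zscan4e) and −0.16 to 1.71 (Zscan4f). For uninduced ΔCdk8 against wild-type cells they were −0.21 to 0.56 (Pgk1) and −0.62 to 0.11 (Hmgn5). The Zscan4 members have few reads and also differed between clones. The TPM of Zscan4c was 2.36, 0.0481 and 4.06 in uninduced clones 8, 11 and 15. Whether depth or the clones moved their values was not tested.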

Differences from the paper's values

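The number of genes increased in uninduced ΔCdk8 cells was 0 with edgeR, with 2982 genes in both directions at an unadjusted p under 0.05, against the paper's 210. The number of decreased genes was 0 against the paper's 105. With DESeq2, an alternative set before the data were examined, 263 genes increased and 119 decreased, the nearest to the paper's values. The other alternatives set before the data were examined did not close either gap, and gave at most 3 increased and 2 decreased genes.

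For X-linked residual expression in wild-type cells the paper's median is about 0.0 in Fig. 1F, read by eye, against 0.314 here. None of the alternatives set before the data were examined closed this gap, and the nearest, with every annotated gene and 0 where a gene was not expressed, gave 0.0645.

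The paper reports that it observed no changes in chromatin regulators and polycomb group genes, which its Discussion limits to the top regulated genes. With edgeR 0 of 84 such genes passed the threshold, and 18 had an unadjusted p under 0.05. With DESeq2's Wald test 3 passed the paper's threshold with lower expression in ΔCdk8 cells. They were Dnmt3b (log2 fold change −1.56, adjusted p = 1.81e-06 by DESeq2), Phc1 (−1.20, adjusted p = 8.11e-09 by DESeq2) and Dnmt3a. Each of the 3 genes had a lower TPM in each clone than in each wild-type sample. As a list, 42 other chromatin regulators had a median log2 ratio of −0.12, at percentile 0.87 of random lists. The values were −0.144, −0.117 and −0.163 in clones 8, 11 and 15, and −0.049, 0.031 and 0.033 in wild-type replicates. The lists of polycomb repressive complex 1 and 2 lay at percentiles 19.8 and 37.5. The paper states that the gRNAs were designed to remove 136 bp, and the expected cleavage sites lie 137 bp apart. It mentions residual Cdk8 transcript in a single clone, by qRT-PCR. The TPM of Cdk8 here was 34.4, 56.8 and 85.3 in uninduced clones 8, 11 and 15.

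The paper states, from qRT-PCR, that Hmgn5 was repressed to a similar level in both genotypes. In the RNAseq data the residual expression of Hmgn5 was 0.165±0.0820 (mean±s.d., n = 3) in wild-type and 0.475±0.0959 (s.d., n = 3) in ΔCdk8 cells, with each clone above each wild-type replicate. Its difference in induction between genotypes was 1.41 on the log2 scale and did not pass the threshold with edgeR, with or without the replicate block for the pairing of samples (pairing correlation 0.664 and 0.905).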

Other observations

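The tests that involve Trp53, those without the genes of Table S2, those on the p53 response to Xist induction and those on the likeness of clones 8 and 15 were chosen only after the results were seen; the other tests in this part were set before, except that the measure for imprinted genes was changed.

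Other splits of the samples were compared for each count of genes. In wild-type cells the labels of induced and uninduced samples were exchanged within a pair, and 1 of the 4 splits that part all pairs gave as many X-linked genes decreased as the real one, itself. With 4 splits this share cannot be small. In ΔCdk8 cells 4 of the 4 splits gave as many, and in the uninduced comparison 10 of the 10 splits did, since the counts were 0 (with 216 X-linked and 2982 genes at an unadjusted p under 0.05), so these splits carry no information.

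A list of p53 target genes was lower in uninduced ΔCdk8 than in wild-type cells. The median log2 ratio of 33 genes was −0.63, at percentile 0 of 10000 random lists of the same expression. The list was written after reading the paper's Table S2 and holds 3 of its genes, so this percentile is partly fixed by the choice. Without them the median of 30 genes was −0.56, again at percentile 0, with −0.18 in clone 11 against −0.15 in the lowest wild-type sample. With all genes, all 3 clones were below all wild-type samples, but clone 11 (−0.20) by little, against −0.86 in clone 8 and −0.87 in the library labelled clone 15, so the count of clones says little about clone 11. Trp53 itself, on chromosome 11, had a TPM of 448±58.2 (mean±s.d., n = 3) in wild-type cells, 527 in clone 11, and at most 30.1 in clone 8 and the library labelled clone 15. The junction reads of Trp53 fell too, to at most 0.0821 of the wild-type mean. This alone does not rule out reads lost to a processed pseudogene, but the intron reads, which such a pseudogene does not take, fell as well. Scaled to the total of intron reads per library, they were 115 and 139 in clones 8 and 15, against 256, 354 and 360 in wild-type samples and 392 in clone 11. All exon reads of Trp53 were unique in each library (100%). A loss of Trp53 transcripts in these libraries is a candidate explanation for the low p53 targets there, and how it arose was not tested. Clone 11 has the mutation and kept Trp53, so the mutation did not lead to the loss in every clone. The paper does not report it.

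On Xist induction the p53 targets rose in wild-type cells (list medians 1.16, 0.86 and 0.74 in replicates 1, 2 and 3) and less in ΔCdk8 cells (0.04, 0.32 and 0.03 in the libraries labelled clone 8, 11 and 15). The difference was −0.74, at percentile 0 of random lists, and the gap between the lowest wild-type and the highest ΔCdk8 value was 0.42. The rise in clone 11, which retains Trp53, was also smaller than in each wild-type replicate. Lost Trp53 alone may therefore not account for it, and an effect of weaker X-linked repression is a further hypothesis that was not tested. The difference was not confined to p53 targets. Naive pluripotency genes (−0.50, percentile 0) and Notch genes (−0.38, percentile 0.11) also rose less, but their highest clone was above wild-type replicate 1. Primed pluripotency genes (0.20) and both imprinted lists (0.30 and 0.25) differed the other way. These lists were compared after the p53 response was seen.

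Primed pluripotency genes were lower in uninduced ΔCdk8 cells (median log2 ratio −1.25, percentile 0 of random lists). The clone values were −1.80, −0.80 and −1.19, and the wild-type values were −0.63, 0.16 and 0.24. This list too was written after reading Table S2 and holds 7 of its genes, so the percentile is partly fixed by the choice. Without the genes of Table S2 the median of 12 genes was −0.44, at percentile 0, but clone 11 (−0.20) was then above wild-type replicate 1 (−0.51). Naive pluripotency genes were higher (0.72, percentile 100), with clone values of 0.69, 0.79 and 0.36 and wild-type values of 0.33, −0.035 and −0.55, so that the lowest clone was close to the highest wild-type sample. The two-cell-like genes were higher in clones 8 and 15 (1.44 and 2.22) but not in clone 11 (−0.08). These lists were also written after reading Table S2. Culture state was not controlled between wild-type samples and clones, so that it may differ for reasons other than the mutation.

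Clones 8 and 15 resembled each other more (correlation 0.816 over 8691 genes outside chromosomes 3, 6 and 14) than either resembled clone 11 (0.419 and 0.312). They shared the chromosome 3 shift, 0.51 above clone 11, which a shared origin of the clones may explain. Whether it would lie before or after the mutation was not tested, and the paper calls the clones independent. Clones 8 and 15 differed in uninduced Cdk8 TPM (34.4 and 85.3) and in the first part of chromosome 6 (−0.005 and −0.55). A batch may contribute to the likeness outside chromosome 3, since the clone difference correlated at 0.402 with the difference of wild-type replicate 1 from replicates 2 and 3. Wild-type replicate 1 had neither the shift of chromosome 3 (0.10) nor a low Trp53 (TPM 381), so such a batch does not account for these features. Clones 8 and 15 may then not be independent replicates.

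Among the 382 genes changed with DESeq2 in uninduced cells, 2 were imprinted, Calcr and Mest. Their median SD between clones exceeded that of the other changed genes by 0.66 on the log2 scale. This came from Mest (SD 1.79), while Calcr (0.22) was below the median of the others (0.34), and with 2 genes this cannot be told apart from other variation. Paternally expressed imprinted genes as a list were low in clone 11 (−1.73) and near wild-type in clones 8 and 15 (−0.01 and 0.12).

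Residual expression rose with distance from the Xist locus in each library. The rank correlation was 0.304, 0.393 and 0.365 in wild-type replicates and at least 0.209 in the ΔCdk8 clones. This may reflect stronger repression near the locus, and expression level along the chromosome was not controlled.

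A list of Notch targets, receptors and ligands, which holds Hes1, had a median log2 ratio of −0.07 over 13 genes in uninduced ΔCdk8 cells. This was at percentile 2.47 of random lists. The clone values were 0.27, −0.12 and 0.10, and they overlapped the wild-type values of −0.18, −0.05 and 0.14. The list as a whole did not rise with Hes1. Since it mixes targets with receptors and ligands, it does not test whether Notch targets changed.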
